# 3′quant mRNA-Seq of Porcine Liver Reveals Alterations in UPR, Acute Phase Response, and Cholesterol and Bile Acid Metabolism in Response to Different Dietary Fats

**DOI:** 10.3390/genes11091087

**Published:** 2020-09-18

**Authors:** Maria Oczkowicz, Tomasz Szmatoła, Małgorzata Świątkiewicz, Anna Koseniuk, Grzegorz Smołucha, Wojciech Witarski, Alicja Wierzbicka

**Keywords:** pigs, fatty acids, 3′quant mRNA-seq, nutrigenomics

## Abstract

Animal fats are considered to be unhealthy, in contrast to vegetable fats, which are rich in unsaturated fatty acids. However, the use of some fats, such as coconut oil, is still controversial. In our experiment, we divided experimental animals (domestic pigs) into three groups differing only in the type of fat used in the diet: group R: rapeseed oil (*n* = 5); group B: beef tallow (*n* = 5); group C: coconut oil (*n* = 6). After transcriptomic analysis of liver samples, we identified 188, 93, and 53 DEGs (differentially expressed genes) in R vs. B, R vs. C, and B vs. C comparisons, respectively. Next, we performed a functional analysis of identified DEGs with String and IPA software. We observed the enrichment of genes engaged in the unfolded protein response (UPR) and the acute phase response among genes upregulated in B compared to R. In contrast, cholesterol biosynthesis and cholesterol efflux enrichments were observed among genes downregulated in B when compared to R. Moreover, activation of the UPR and inhibition of the sirtuin signaling pathway were noted in C when compared to R. The most striking difference in liver transcriptomic response between C and B was the activation of the acute phase response and inhibition of bile acid synthesis in the latest group. Our results suggest that excessive consumption of animal fats leads to the activation of a cascade of mutually propelling processes harmful to the liver: inflammation, UPR, and imbalances in the biosynthesis of cholesterol and bile acids via altered organelle membrane composition. Nevertheless, these studies should be extended with analysis at the level of proteins and their function.

## 1. Introduction

The study of lipid metabolism is becoming increasingly important in the context of the growing incidence of human metabolic diseases like obesity, NAFLD (Non-Alcoholic Fatty Liver Disease), and type 2 diabetes, as well as neurodegenerative disorders and cancer [1,2]. Dietary fats are one of the most critical determinants of the vulnerability of organisms to the development of diseases. Fatty acids are essential components of cell membranes and function as signaling molecules, regulating enzyme activity and preserving homoeostasis [3].

The recent development of advanced sequencing techniques accelerated research on the interactions between nutrients and diet. The RNA-seq results have given insight into the lipid metabolism of many species, including mice, humans, and pigs. The domestic pig is widely used as a model animal in biomedical research. It seems to be perfect for nutrigenomic research since, as an omnivore, it allows researchers to test various diets. Additionally, genetically, it is much more diverse than laboratory rats or mice, and thus better reflects human biological processes. Thus, this species is commonly used as a model in studies of the molecular background of some human diseases, including cancer and atherogenesis [4,5].

Recently, several studies investigated the effect of omega-3 and omega-6 in the diet of pigs on the transcriptome in different tissues [6,7,8], showing that different fatty acid compositions have a significant effect on the expression of genes engaged in fatty acid synthesis and metabolism. We also performed a preliminary study on the impact of different sources of fat in the diet on the liver transcriptome in pigs [9]; however, due to the limited number of samples and identified differentially expressed genes, we were not able to recognize all aspects of the observed effects. In the present paper, we described the comprehensive functional analysis of Quant-seq 3′mRNA-seq quantitative profiling (Lexogen, Vienna, Austria) of liver samples collected from animals receiving rapeseed oil, beef tallow, or coconut oil in the diet.

Although dietary recommendations point to the harmful effects of excessive consumption of saturated fat, there is still a lot of doubt about the health effects of consuming fats from various sources, e.g., coconut or rapeseed oil. Our investigation aimed to identify the possible molecular mechanism of metabolic changes that occur after receiving different fats in the diet and how they contribute to the pathogenesis of diseases.

## 2. Materials and Methods

### 2.1. Animals and Diets

Animals for the study were kept at the Testing Station of the National Research Institute of Animal Production in Grodziec Śląski. The experiment described in this manuscript was conducted on animals used in previously published studies [10,11,12,13]. All procedures included in this study relating to the use of live animals were in agreement with the local Ethics Committee for Experiments with Animals in Cracow (Resolution No. 912 dated 26 April 2012). In this study, we used 16 samples of liver collected from crossbred fatteners divided into three dietary groups, in which the diets differed among each other in terms of fodder fat: 3% rapeseed oil (group R−*n* = 5, 3 gilts and 2 barrows), 3% beef tallow (group B−*n* = 5, 2 gilts and 3 barrows), and 3% coconut oil (group C−*n* = 6, 3 gilts and 3 barrows). Two samples were excluded from the initial number of 18 samples, due to the low quality of RNA-sequencing. All animals were kept in individual straw-bedded pens in uniform conditions. The animals were healthy, and as equal as possible in regards to body weight. The diets of all of the groups were isonitrogenous and isoenergetic (metabolized energy (ME): *R* = 13.4, *B* = 13.3, *C* = 13.4 MJ/kg feed), and were formulated to cover the nutritional requirements of the pigs. The ingredient composition and nutritive value of the diets are presented elsewhere [11], while the fatty acid compositions of the feed mixtures are shown in Figure 1. Briefly, the group I feed mix contained 80% UFA content (44% MUFA and 36% PUFA), group B contained 67% UFA (32% MUFA and 35% PUFA), and group C contained 45% UFA (16% MUFA and 29% PUFA). The experimental fattening lasted from 60 to 118 kg of live weight of the animals. At the end of the experiment, all the pigs were slaughtered by stunning with high-voltage electric tongs (voltage 240–400 V), and samples of subcutaneous adipose tissue from the area between the last thoracic and the first lumbar vertebrae were collected for transcriptome analysis. All samples were stored in a freezer (−85 °C) until analysis.

### 2.2. RNA Isolation and 3′Quant mRNA Library Construction and Sequencing

RNA isolation was performed using the SPLIT RNA Extraction Kit (Lexogen, Vienna, Austria) according to the manufacturer’s recommendations. Quality of RNA was assessed using a Tapestation 2200 (Agilent, Santa Clara, CA, USA), while quantity was evaluated by nanodrop. A sample of 200 ng of RNA was used for library preparation using the QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina (Lexogen, Vienna, Austria) according to the manufacturer’s protocol. Assessment of library quantity and quality was performed using a Qubit (Thermofisher Scientific, Foster City, CA, USA) and Tapestation 2200 (Agilent, Santa Clara, CA, USA), respectively. The sequencing of the pooled libraries (50 bp single-read) was performed on an Illumina Hiseq 2500 instrument (Illumina, San Diego, CA, USA), using the High-Output v4—SR 50 Cycle kit (Illumina, San Diego, CA, USA) at the DNA Sequencing Center at Brigham Young University (Provo, UT, USA).

### 2.3. Bioinformatic Analysis

Demultiplexed fastq files were downloaded from the sequencing provider server. Next, the quality check, trimming of reads, and mapping of reads were conducted with FastQC 11.8, FLEXBAR 3.5.0, and TopHat 2.1.1 software, respectively. Samtools 1.9, RSeQC, and HTSeq-count 0.11.1 software, and Gtf-Ensembl annotation 96 were used for evaluation of the mapping statistics and read counts. Differential expression analysis was performed using DEseq 2 software. Genes with *p*-adjusted < 0.05 (FDR-False Discovery Rate) Benjamini–Hochberg (BH) adjustment and no fold-change threshold were regarded as differentially expressed. Functional analysis with STRING software was performed separately for upregulated and downregulated genes using the *Sus scrofa* database. Functional analysis with IPA software was performed using porcine gene names with databases for all available species (human, rat, mouse). Figures were made with the Biorender.com and Paint programs.

### 2.4. Quantitative PCR

RNA was reverse transcribed using a high capacity cDNA archive kit (Thermo Fisher Scientific). Next, qPCR was performed using TaqMan gene expression assays and TaqMan gene expression master mix on a QuantStudio 7-flex instrument. Relative quantity data were analyzed on the Thermo Fisher cloud. Statistical significance was assessed using the Relative Quantification application on Thermo Fisher Connect.

## 3. Results

### 3.1. Fatty Acids Profiles of Diets Used in the Experiment

In our experiment, we compared the expression of genes in the liver of pigs fed with three isoenergetic diets differing only in the type of fat. The detailed information about the diets are presented elsewhere [10]. The proportions of the most important fatty acids in each diet are presented in Figure 1. Group R (rapeseed oil) obtained feed with the highest amounts of unsaturated fatty acids (UFA) and the lowest quantity of saturated fatty acids (SFA). The predominant fatty acids in this group were behenic acid (C22:0), eicosapentaenoic acid (EPA) (C20:5), docosahexaenoic acid (DHA) (C22:6), and α-linolenic acid (C18:3). The second group had an intermediate ratio of SFA/UFA and high content of palmitic acid (C16:0), stearic acid (C18:0), arachidonic acid (C20:4), and palmitoleic acid (C16:1). Group C displayed the highest SFA/UFA ratio and a high content of short/medium-chain saturated fatty acids: myristic acid (C14:0), capric acid (C10:0), and lauric acid (C12:0).

Diets used in the study did not change the phenotype of animals dramatically [10]. We observed no differences in the weight of animals, the weight of the liver and main muscles, or backfat thickness. Different diets did not affect average feed utilization or growth of animals. However, substantial differences were observed in the fatty acid composition of the adipose tissue. We found a high correlation between the dietary fatty acid composition of the diet and adipose tissue fatty acid composition [10,11,12].

### 3.2. 3′Quant mRNA Statistics and DEGs Identified in the Liver after Different Dietary Treatments

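Liver RNA from 16 crossbred pigs was sequenced from the 3′ ends of mRNA, with 5 pigs fed rapeseed oil (group R, 3 gilts and 2 barrows), 5 fed beef tallow (group B, 2 gilts and 3 barrows) and 6 fed coconut oil (group C, 3 gilts and 3 barrows), each fat at 3% of the feed mixture. The authors trimmed the reads with FLEXBAR, mapped them with TopHat to Sus scrofa 11.1 and counted them with HTSeq-count on Ensembl 96, and the deposited values are whole-number counts per gene without normalization for 25880 genes. Between 801172 and 1425550 reads per pig were counted on genes in group R (median 1009449), between 879114 and 1490944 in group B (median 983963) and between 705669 and 1767671 in group C (median 1183817.5). The paper states its depth in raw reads, while the values given here rest on the reads counted on genes. From these counts, log2 fold changes were computed for each pair of diets with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment (called the edgeR adjusted p from here on) and no threshold on the fold change. The first diet named is the reference, so a positive log2 fold change is higher in the second. Genes with low counts were left out by filterByExpr, and only the pigs of the pair entered each fit, without covariates. Levels are given as normalized counts (CPM), as mean ± SD over the pigs of a diet. Gene positions are those of RefSeq's annotation of the same assembly, matched by symbol.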

After 3′quant mRNA-sequencing, we obtained, on average, 2,776,234 raw reads per sample. More than 79% of them were mapped to *Sus scrofa* 11.1. 

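Of all reads tallied by the authors' counting, 42.8% to 55.1% per pig fell on a gene, with a median of 50.4%. Reads with several alignments, which the counting assigned to no gene, made up 15.4% to 38.1% per pig. The median share of such reads was 26.5% in group R, 22.2% in group B and 19.8% in group C. Reads outside any annotated gene took between 15.9% and 30.1% per pig.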

(Table 1). 

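More than 1 read was counted for 10168 ± 442 genes per pig (SD, n = 16), with a range from 9558 to 10994 genes. With at least 1 read as the criterion the mean was 11569 genes, and with at least 10 reads it was 6539.9 genes. The median number of genes with more than 1 read was 9997 in group R, 9987 in group B and 10209 in group C.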

On average, 11,500 genes with read counts >1 were identified in each sample. All gene expression data were submitted to the GEO NCBI database (accession number: GSE144247). Using DESeq2 software, we performed comparisons of gene expression between all three dietary groups (rapeseed oil vs. beef tallow, rapeseed vs. coconut oil, beef tallow vs. coconut oil, the first group in the comparison is the reference group). 

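Over all genes kept by the filter, the normalized log2 counts of group R and group B differed more than most relabellings of the 10 pigs allowed (PERMANOVA pseudo-F = 1.91, exact permutation test over 252 labellings, p = 0.00794, 19.2% of the variance). For group R and group C the pseudo-F was 1.52 (exact permutation test over 462 labellings, p = 0.00649, 14.5% of the variance), and for group B and group C it was 1.45 (exact permutation test, p = 0.0346, 13.9% of the variance). Adjusted over the 3 pairs, these exact permutation p-values were 0.0119, 0.0119 and 0.0346. With the 500 most variable genes in place of all genes kept, p for group B against group C rose to 0.141 in the same exact permutation test. The first principal component held 19.3% of the variance and set beef tallow pig 3 apart from the other 15 pigs, while the second held 12.1%.

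**Figure D1:**
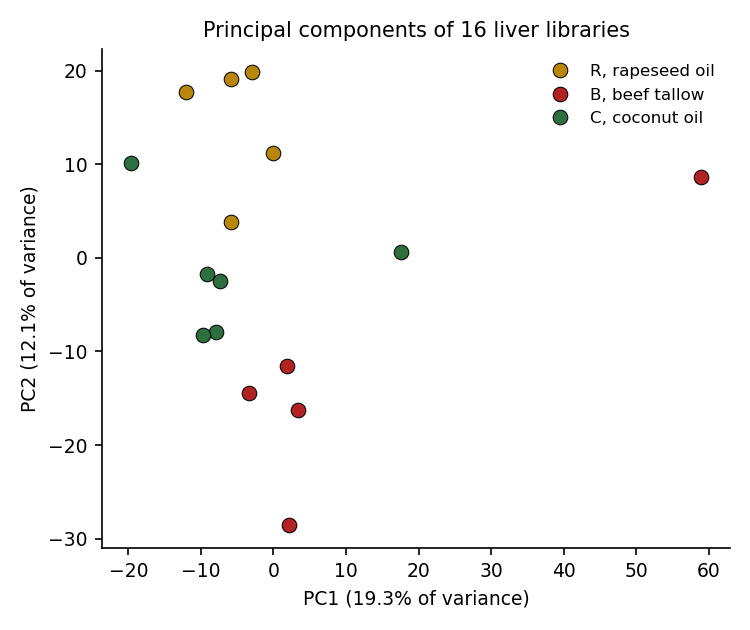
The first and second principal components of the normalized log2 counts (shares of variance on the axes) for the 16 pigs, coloured by dietary group. Beef tallow pig 3 lies at 59.0 on the first component, and the next highest pig at 17.6.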

MA plots and PCA obtained after DESeq2 analysis are presented in Supplementary Figure S1. 

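Between group R and group B, 70 genes passed an edgeR adjusted p of 0.05, 41 higher and 29 lower in group B, out of 6318 genes tested. At an unadjusted p below 0.05 there were 947 genes. Of the alternatives set before the data were examined that kept all 10 pigs, leaving out the filter on low counts moved this count most, to 190 genes, 66 of them among the 70. With DESeq2, the paper's tool, 188 genes passed, 68 of them among the 70. From 9 to 149 genes passed by edgeR when each pig was left out in turn, the most without beef tallow pig 3.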

We identified 188 DEGs in the group R vs. group B comparison (77 downregulated in group B and 111 upregulated in group B (adjusted *p*-value < 0.05). 

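Between group R and group C, 9 of 6528 genes tested passed an edgeR adjusted p of 0.05, 4 higher and 5 lower in group C, and 847 had an unadjusted p below 0.05. DESeq2 on the same counts called 93 genes, 8 of them among the 9, and its independent filtering left 3565 genes with an adjusted p.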

In the comparison of group R with group C, 93 DEGs were identified (45 downregulated in group C and 48 upregulated in group C). 

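Between group B and group C, 4 of 6812 genes tested passed an edgeR adjusted p of 0.05, and all 4, LITAF, ITIH4, PID1 and LBP, were lower in group C. At an unadjusted p below 0.05 there were 780 genes. DESeq2 called 53 genes, of which 3 were among these 4, and gave no adjusted p to PID1, since its independent filtering kept 2156 genes.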

The lowest number of DEGs (53) was noted in the group B versus group C comparison (32 downregulated in group C and 21 upregulated in group C) (Supplementary Table S1. 

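In the comparison of group R with group B, EGFR (ENSSSCG00000022126, chromosome 9 from 139302410 to 139474632) had the smallest adjusted p. Its normalized count was 42.7 ± 8.26 in group R (SD, n = 5) and 143 ± 22.8 in group B (n = 5), a log2 fold change of 1.74 (standard error 0.19, edgeR adjusted p = 0.000789), and every pig of group B lay above every pig of group R. With each pig left out in turn, this log2 fold change stayed between 1.65 and 1.83. HSPA5 followed with 1.54 (standard error 0.19, edgeR adjusted p = 0.00104). Lower in group B were SASS6, at -2.13 (edgeR adjusted p = 0.0100), and FAM81A, at -2.00 (edgeR adjusted p = 0.0100). For group R and group C the smallest adjusted p belonged to BAG3, and UBL5 (ENSSSCG00000023331) and IYD (ENSSSCG00000004093) had log2 fold changes of -1.35 (standard error 0.21, edgeR adjusted p = 0.0115) and 1.14 (standard error 0.19, edgeR adjusted p = 0.0134). Between group B and group C, LITAF (ENSSSCG00000032381, chromosome 3 from 31482605 to 31576211) came first, with 301 ± 34.9 in group B and 113 ± 13.4 in group C (n = 6), a log2 fold change of -1.41 (standard error 0.15, edgeR adjusted p = 0.000322). ITIH4 came next at -1.43 (standard error 0.20, edgeR adjusted p = 0.00538).

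**Figure D2:**
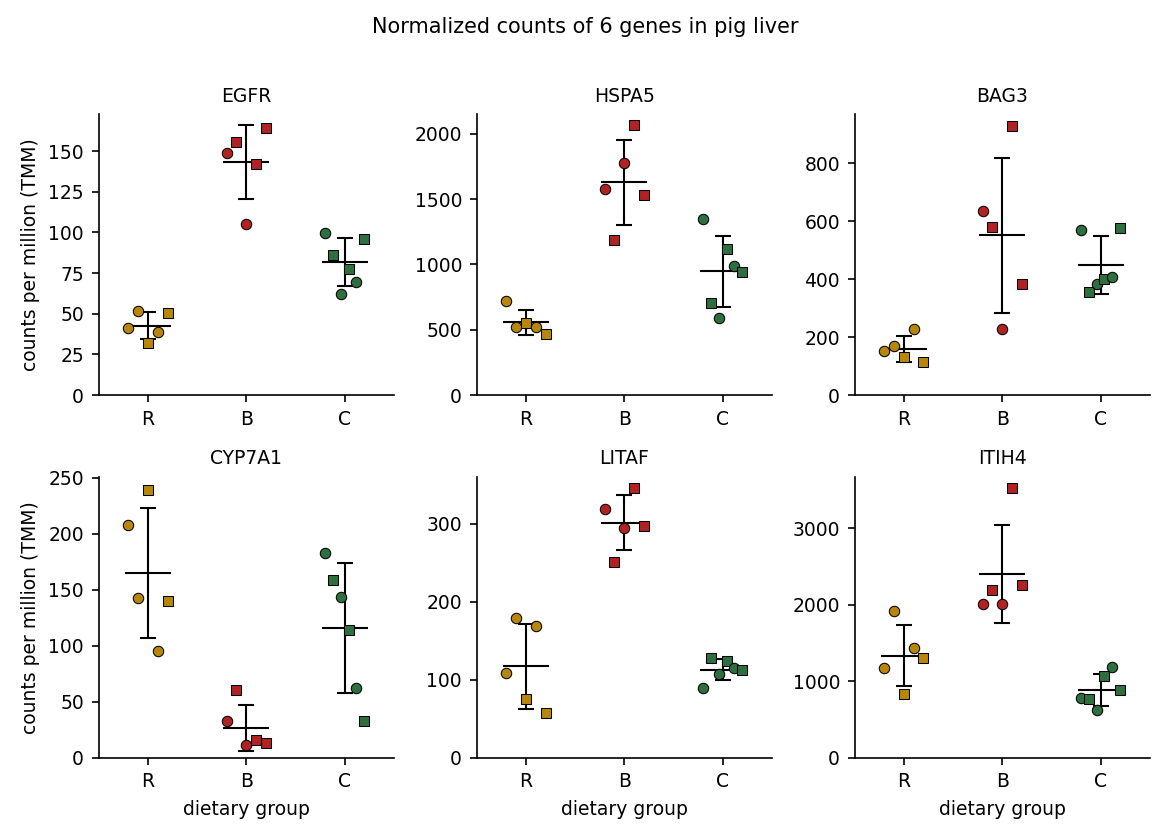
Normalized counts (CPM) of 6 genes in each pig (circles, gilts; squares, barrows), by dietary group (R, rapeseed oil; B, beef tallow; C, coconut oil), with the mean and SD in black. EGFR, HSPA5 and LITAF are higher in all 5 pigs of group B than in any pig of group R.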

Twenty genes with the highest adjusted *p*-value from each comparison are listed in Table 2.

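By edgeR, the calls for group R against group B and for group R against group C shared 3 genes (BAG3, HSPA8 and EGFR), those for group R against group B and group B against group C shared 2 (LITAF and PID1), and those for group R against group C and group B against group C shared 0. At an unadjusted p below 0.05 in each, the last pair shared 173 genes. With no filter on low counts the 3 overlaps held 28, 10 and 6 genes. Each overlap rests on 2 comparisons with the pigs of 1 diet in both, so the comparisons are not independent. Of the 70 genes called between group R and group B, 68 were tested between group R and group C, 65 of them with the same sign and 42 at an unadjusted p below 0.05. Between group B and group C, where group B is shared, 0 of the 70 had the same sign and 43 had an unadjusted p below 0.05. Shared pigs can give such signs by themselves, so the signs are not independent evidence.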

Among the identified DEGs, there were 30 genes in common between comparison groups R vs. B and groups R vs. group C, 25 common genes between comparison groups R vs. B and groups B vs. C and eight genes in common between the group R vs. C comparison and the B vs. C comparison (Figure 2). 

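Among the calls by edgeR, 0 genes passed in all 3 comparisons. EGFR passed between group R and group C, with a log2 fold change of 0.94 (standard error 0.18, edgeR adjusted p = 0.0393), but between group B and group C it was at -0.79 (standard error 0.17, edgeR adjusted p = 0.119). HSPA5 was at 0.76 (standard error 0.20, edgeR adjusted p = 0.110) between group R and group C and at -0.78 (standard error 0.21, edgeR adjusted p = 0.210) between group B and group C. With DESeq2, both genes passed in all 3 comparisons. At an unadjusted p below 0.05 by edgeR, 26 genes did so in all 3, EGFR and HSPA5 among them.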

Two differentially expressed genes (EGFR, HSPA5) were common for all three comparisons. Interestingly, expression of all common genes was altered in the same direction in both groups: in B and C when compared to R, and in R and C when compared to B. All identified genes in common between specific comparisons are listed in Supplementary Table S2.

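All 3 genes shared by the calls of group R against each other group had the same sign in both comparisons. Both genes shared with the comparison of group B and group C had opposite signs in the 2 comparisons, which is the same direction of group B against the other groups. With DESeq2, all 30 and all 25 shared genes followed these 2 patterns, while of the 8 genes shared by the 2 comparisons with group C, 6 had the same sign and 2 had opposite signs. EGFR and HSPA5 are the 2 with opposite signs, higher in group C than in group R and lower than in group B.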

Since there was a sex imbalance in some groups in our study, we performed a comparison between females and males with DEseq2 software, regardless of dietary group. 

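Between the 8 gilts and the 8 barrows, regardless of diet, 5 of 6365 genes tested passed an edgeR adjusted p of 0.05, all higher in barrows, and 256 had an unadjusted p below 0.05. They were EIF1AY (ENSSSCG00000037509), at a log2 fold change of 5.63 (edgeR adjusted p = 3.1e-09), and 4 genes without a symbol in the annotation, with log2 fold changes from 6.95 to 7.70. In each of the 5 genes, no gilt had more than 5 reads and no barrow fewer than 12. With no filter on low counts 10 genes passed, and with DESeq2 11 did, among them EIF1AX, at a log2 fold change of -0.53 in edgeR (edgeR adjusted p = 0.185).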

We observed only 11 differentially expressed genes between female and males, and all of them were located on sex chromosomes (Supplementary Table S3). 

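Of the 11 genes that DESeq2 called between the sexes, 0 were among the paper's listed DEGs between diets, and 0 were called between diets by edgeR, where the filter on low counts left 6, 6 and 7 of the 11 to be tested in group R against B, group R against C and group B against C. The genes tested were 6365 between the sexes, and 6318, 6528 and 6812 between the pairs of diets.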

What is more, none of the genes differentially expressed between males and females were present among the genes identified as differentially expressed between dietary groups. 

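With sex as a covariate, 59 genes passed between group R and group B, 50 of them among the 70 called without it, 8 passed between group R and group C (7 shared) and 4 between group B and group C (4 shared). The interaction of diet and sex, tested in each pair of diets, gave 0 genes past an edgeR adjusted p of 0.05. At an unadjusted p below 0.05 the interaction gave 250, 260 and 240 genes for group R against B, group R against C and group B against C, with smallest edgeR adjusted p-values of 0.296, 0.661 and 1. With 2 or 3 pigs of each sex per diet, these interaction tests rest on few animals.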

We concluded that the effect of sex is negligible in our study.

### 3.3. Functional Analysis of Identified DEGs with STRING

To get insights into the biological processes that are activated by specific dietary fats, we performed functional analysis of identified DEGs with String software using *Sus scrofa* genes as a background. We separately analyzed upregulated and downregulated genes in each comparison. We observed 86, 82, and 18 enrichments in rapeseed oil vs. beef tallow, rapeseed oil vs. coconut oil, and the beef tallow vs. coconut oil comparisons, respectively (Supplementary Table S4). In R vs. B and R vs. C comparisons, we observed a higher number of enrichments among downregulated genes (Supplementary Table S4). Among genes downregulated by beef tallow in the R vs. B comparison, we observed overrepresentation of genes engaged in oxidoreductase activity (*CAT*, *MSMO*, *GLUD1*), cholesterol biosynthesis (e.g., *HSD3B1*, *HMGCS1*, *MVK*), metabolism of steroids (*FDFT1*, *MVK*, *HMGCS1*), and bile acid secretion (*CYP7A1*, *HMGCR*) (Figure 3, Supplementary Table S4). Furthermore, among genes upregulated by beef tallow in this comparison, enrichment of genes associated with the metabolism of RNA (*GNL3*, *NOP58*, *NOPB*), cellular response to stress (*HSPA5, HSPA8*, *BAG3*), the urea cycle (*ENSSSCG00000016159*, *SLC25A15*), and metabolism of polyamines (*AMD1*, *ENSSSCG00000016159*, *SLC25A15*) were observed (Figure 4, Supplementary Table S4).

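CAT, MSMO1, GLUD1, HSD3B1, HMGCS1, MVK, FDFT1 and CYP7A1 were all lower in group B, with log2 fold changes from -2.63 to -0.67 and an unadjusted p below 0.05 each. The paper called these genes on the same counts, so sign and unadjusted p are no independent check, here or for its other lists. All 187 genes of its list tested between these groups had the paper's sign and an unadjusted p below 0.05. Of the 8 genes named, 4 passed by edgeR: HSD3B1, CYP7A1, FDFT1 and GLUD1. HSD3B1 (ENSSSCG00000006719, chromosome 4 from 101565229 to 101574110) fell from 131 ± 22.9 normalized counts in group R (SD, n = 5) to 49.8 ± 12.0 in group B (n = 5), a log2 fold change of -1.40 (standard error 0.20, edgeR adjusted p = 0.00520) that stayed past the threshold in all 10 fits that each left out a pig. CYP7A1 (ENSSSCG00000006238, chromosome 4 from 74343101 to 74372628) fell from 165 ± 57.7 to 26.8 ± 20.8, at -2.63 (standard error 0.39, edgeR adjusted p = 0.00677). FDFT1 was at -1.80 (standard error 0.32, edgeR adjusted p = 0.0204) and GLUD1 at -0.81 (standard error 0.18, edgeR adjusted p = 0.0426). Of the 10 fits that each left out a pig, FDFT1 passed in 7, GLUD1 in 2 and CYP7A1 in all 10. CAT was at -0.67 (edgeR adjusted p = 0.135).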

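The 8 genes matched to this list, with ENSSSCG00000016159 being CPS1, were all higher in group B, with log2 fold changes from 0.56 to 1.79, and 4 of them passed by edgeR. BAG3 was at 1.79 (standard error 0.31, edgeR adjusted p = 0.0148), with 159 ± 43.9 normalized counts in group R (SD, n = 5) and 551 ± 266 in group B (n = 5), and it passed in 7 of the 10 fits that each left out a pig. HSPA8 was at 1.38 (standard error 0.19, edgeR adjusted p = 0.00517) and AMD1 at 1.05 (standard error 0.22, edgeR adjusted p = 0.0305). CPS1 and SLC25A15, of the urea cycle, were at 0.83 and 0.97, with edgeR adjusted p-values of 0.0627 and 0.0796. NOP58 had the smallest change, at 0.56 (edgeR adjusted p = 0.109).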

In the second comparison (R vs. C), we observed that genes upregulated by coconut oil are overrepresented in pathways connected to stress response and cellular signaling: the regulation of HSF1-mediated heat shock response (*BAG3*, *ENSSSCG00000015140*, *HSPA9*), and NOTCH3 activation and transmission of signal to the nucleus (*EGFR, PSEN2*). Moreover, downregulated genes were enriched in many metabolism-related pathways and terms (e.g., primary metabolic process, organic substance metabolic process, cellular metabolic process, *ANPEP*, *C1QA*, *ERH*, *FTCD*, *HSD3B1*, *MAN1A1*, *RPS3*, *SDHD*, *TMEM86B*, *UOX*).

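All 5 genes, with ENSSSCG00000015140 being HSPA8, were higher in group C than in group R. BAG3 (chromosome 14 from 129510240 to 129533998) rose from the level of group R to 448 ± 98.6 normalized counts in group C (SD, n = 6), a log2 fold change of 1.50 (standard error 0.19, edgeR adjusted p = 0.00266), past the threshold in all 11 fits that each left out a pig. HSPA8 was at 1.14 (standard error 0.17, edgeR adjusted p = 0.0115). PSEN2 was at 0.97 (standard error 0.26, edgeR adjusted p = 0.118), and HSPA9 had the smallest change of the 5.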

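These 10 genes were all lower in group C, with log2 fold changes from -1.15 to -0.49 and an unadjusted p below 0.05 each. All 93 genes the paper lists for this pair had its sign and an unadjusted p below 0.05. They were called on the same counts, so neither is an independent check. By edgeR, 1 of the 10 genes passed, TMEM86B at -1.01 (standard error 0.19, edgeR adjusted p = 0.0393), and the edgeR adjusted p of the others reached 0.178. FTCD was at -1.15 (standard error 0.26, edgeR adjusted p = 0.0813).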

In the comparison between beef tallow and coconut oil, we observed downregulation of genes engaged in immunity (defense response (*C1QA, HP, IL4R, ITIH4*), and genes engaged in protein processing in the endoplasmic reticulum (*HSPA5, HYOU1, PDIA3*). 

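The 4 defense genes and the 3 genes of the endoplasmic reticulum were all lower in group C than in group B. Apart from ITIH4, none of them passed by edgeR: C1QA was at -0.80, IL4R at -0.65 and HP at -0.59, with edgeR adjusted p-values of 0.210, 0.210 and 0.248. All 7 genes had an unadjusted p below 0.05, which the paper's calling of them on the same counts made likely in advance. PDIA3 had the largest change of the endoplasmic reticulum genes, at -1.34 (standard error 0.27, edgeR adjusted p = 0.0668), and HYOU1 was at -0.98 (standard error 0.25, edgeR adjusted p = 0.208). In each of the 4 defense genes, no pig of group C reached the lowest pig of group B.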

Genes upregulated by coconut oil were associated with PPAR signaling pathways (*CYP7A1, FABP1)* and bile secretion and cholesterol metabolism (*ABCB11, CYP7A1)*. 

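Of CYP7A1, FABP1 and ABCB11, all 3 were higher in group C. FABP1 rose from 925 ± 192 normalized counts in group B (SD, n = 5) to 1504 ± 336 in group C (n = 6), a log2 fold change of 0.70 (standard error 0.19, edgeR adjusted p = 0.210). ABCB11 was at 0.44 (standard error 0.14, edgeR adjusted p = 0.292). By edgeR none of the 3 genes passed, while all 3, called by the paper on the same counts, had an unadjusted p below 0.05.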

All enrichments with adequate FDR values and matching proteins are presented in Supplementary Table S4.

### 3.4. Functional Analysis of Identified DEGs with IPA

To further analyze differentially expressed gene sets for their association with human diseases and to assess to what extent the relationships observed in pigs can be translated into humans, we performed functional analysis of identified DEGs from all comparisons with ingenuity pathway analysis (IPA) (Qiagen). Sixty-six significant canonical pathways were observed in the comparison between group R vs. B (log2 *p*-value > 1.5) (Supplementary Figure S2). 

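A set of 23 cholesterol biosynthesis genes, written from general knowledge and not from the list of DEGs alone, was tested with camera, which asks whether a set's log2 fold changes differ from those of the other genes. Of its members, 19 were tested, and their mean log2 fold change in group B against group R was -0.73 (camera adjusted p = 1.0e-09), with 16 of the 19 lower. The mean log2 count of the set fell in group B below all pigs of group R in 4 of 5 pigs (two-sided exact permutation test of the set score over 252 labellings, adjusted p = 0.0298 over the 15 tests of sets). For a set of acute phase genes, 22 tested, the mean log2 fold change was 0.30 (camera adjusted p = 0.00320), with 16 higher and 6 lower (exact permutation test of the set score, adjusted p = 0.0397). Without the genes the paper lists as DEGs, the mean log2 fold change of the acute phase set was 0.10 (camera adjusted p = 0.693) and that of the cholesterol set -0.39 (camera adjusted p = 0.00748). The genes removed are those of all 3 of the paper's lists, which left 14 acute phase and 12 cholesterol genes. They were called on the same counts, so their removal tends to shrink a mean. Falling short without them is therefore no test of the set. When the same pigs were split in other ways, as many sets passed camera in 2 of 16 splits for group R against B, 11 of 32 for group R against C and 7 of 32 for group B against C, each count including the real split.

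**Figure D3:**
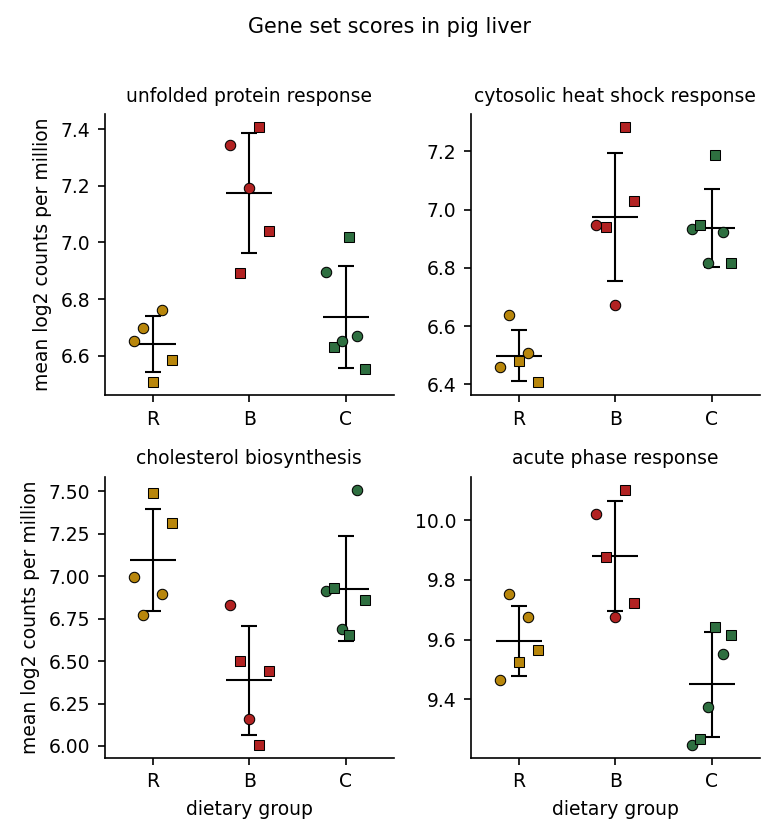
Mean log2 counts (CPM) over the genes of 4 sets in each pig (circles, gilts; squares, barrows), by dietary group (R, rapeseed oil; B, beef tallow; C, coconut oil), with the mean and SD in black. The vertical axes do not start at 0. The mean of the cholesterol biosynthesis set is lowest in group B.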

Among them, the superpathway of cholesterol biosynthesis (Z-score = −2.646, *p*-value < 2.34 × 10^9^, mevalonate pathway I (Z-score = −2, *p*-value < 3.57 × 10^6^), the superpathway of geranylgeranyldiphosphate biosynthesis I (Z-score = −2, *p*-value < 1.07 × 10^5^), and LXR/RXR activation (Z-score = −0.447, *p*-value < 5.12 × 10^5^) were inhibited, while LPS/IL-1-mediated inhibition of RXR function (Z-score = 1.342, *p*-value < 1.25 × 10^5^), acute phase response signaling (Z-score = 2.236, *p*-value < 5.74 × 10^4^), Huntington`s disease signaling (Z-score = 1, *p*-value < 2.88 × 10^3^), and several pathways of inositol metabolism were activated by the beef tallow diet when compared to the rapeseed oil diet (Figure 5) (Supplementary Figure S2). 

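For group C against group R, a set of 20 tested genes of the cytosolic heat shock response, to which the co-chaperones of the BAG family belong, had a mean log2 fold change of 0.44 (camera adjusted p = 1.0e-09), with 18 genes higher. All 6 pigs of group C lay above all 5 pigs of group R in the score of this set (exact permutation test over 462 labellings, adjusted p = 0.0162). Without the genes the paper lists as DEGs, its mean log2 fold change was 0.22 (camera adjusted p = 0.0158). A set of 29 genes of the unfolded protein response of the endoplasmic reticulum had a mean log2 fold change of 0.12 (camera adjusted p = 0.237), with 20 genes higher and 9 lower, and 2 of the 6 pigs lay above all pigs of group R (exact permutation test, adjusted p = 0.39).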

In the second comparison (rapeseed oil vs. coconut oil), 30 canonical pathways were noted, with the sirtulin signaling pathway (Z-score = −2, *p*-value < 1.1 × 10^4^) being inhibited and the BAG2 signaling pathway (Z-score = 1, *p*-value < 2.01 × 10^5^) and unfolded protein response (Z-score = 2, *p*-value < 5.76 × 10^5^) being activated by coconut oil (Figure 5). The beef tallow vs. coconut oil comparison revealed 43 enriched canonical pathways. Beef tallow activated acute phase response signaling (Z-score = −2.236, *p*-value < 4.32 × 10^9^), while coconut oil stimulated RXR/LXR activation (Z-score = 0.816, *p*-value < 7.24 × 10^9^) in this comparison (Figure 5). 

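The mean log2 fold change of the acute phase set in group C against group B was -0.43 (camera adjusted p = 2.0e-09), with 18 of 23 genes lower in group C. All 6 pigs of group C had a lower score of this set than all 5 pigs of group B (exact permutation test over 462 labellings, adjusted p = 0.0162). Without the genes of the paper's own lists the mean was -0.26 (camera adjusted p = 0.0135).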

All identified canonical pathways and connections between them are presented as networks in Supplementary Figure S2.

### 3.5. Identification of Hub Genes with Cytohubba

Our next step was to identify critical genes responsible for changes observed in the transcriptome under the influence of different types of fat. For this purpose, we used the cytoHubba–Cytoscape plugin for ranking nodes in a network by their network features. Among eleven available methods, we chose MCC, which is the most precise in predicting essential proteins from the yeast PPI network [13]. 

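GNL3 (ENSSSCG00000011449) had 25.8 ± 8.51 normalized counts in group R (SD, n = 5) and 53.4 ± 14.4 in group B (n = 5), a log2 fold change of 1.05 (standard error 0.26, edgeR adjusted p = 0.0632). RSL1D1 was at 0.92 (standard error 0.19, edgeR adjusted p = 0.0359), UTP3 at 0.80 (edgeR adjusted p = 0.0577) and DDX24 at 0.70 (edgeR adjusted p = 0.0777). All 4 genes were higher in group B, and 1 of them passed by edgeR.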

In the first comparison, R vs. B, *GNL3* was ranked number one, followed by *RSL1D1, UTP3*, and *DDX24*. 

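TTR had a log2 fold change of 0.54 (standard error 0.18, edgeR adjusted p = 0.292) in group C against group B. RPS3 was at -0.62 (standard error 0.14, edgeR adjusted p = 0.0849) in group C against group R, with 1002 ± 132 normalized counts in group R (SD, n = 5) and 656 ± 70.8 in group C (n = 6). Ribosomal protein genes have many near-identical copies, and the reads that aligned to several places were counted on none of them, so the level of RPS3 is uncertain. HSPA9 was at 0.44 (standard error 0.14, edgeR adjusted p = 0.179) in the same comparison.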

The essential genes in the B vs. C comparison were *ORM1* and *TTR*, while in the rapeseed oil vs. coconut oil they were *RPS3* and *HSPA9* (Figure 6).

### 3.6. Validation of Quant 3′mRNA Profiling by qPCR

To validate the 3′quant mRNA-seq results, we performed qPCR analysis of several DEGs identified in the study. 

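On the sequencing side, PID1 (ENSSSCG00000035058, chromosome 15 from 130080821 to 130215548) had 18.2 ± 10.1 normalized counts in group R (SD, n = 5), 65.0 ± 10.7 in group B (n = 5) and 19.5 ± 7.72 in group C (n = 6). Its log2 fold change was 1.81 (standard error 0.30, edgeR adjusted p = 0.0100) in group B against group R and -1.68 (standard error 0.25, edgeR adjusted p = 0.00717) in group C against group B. ALPL was at 0.81 (standard error 0.22, edgeR adjusted p = 0.0958) and -0.80 (standard error 0.25, edgeR adjusted p = 0.274) in the same comparisons. HSD3B1 and BAG3 did not pass between group B and group C, at 0.49 (standard error 0.21, edgeR adjusted p = 0.408) and -0.29 (standard error 0.27, edgeR adjusted p = 0.705). The qPCR measurements were not analysed here.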

We observed high concordance between RNA-seq and qPCR results. As expected, we found strong overexpression of genes engaged in the unfolded protein response (*BAG3*, *HSPA5*) and inflammation (*PID1*, *IHIT4*, *ALPL*, *LITAF*) in the beef tallow group compared to the rapeseed oil and coconut oil groups. In contrast, genes involved in bile acid secretion (*CYP7A1*) and cholesterol biosynthesis *(HSD3B1)* were downregulated in the beef tallow group when compared to both groups or the rapeseed oil group only (Figure 7). Furthermore, none of the genes analyzed by qPCR showed significantly different expression between gilts and barrows.

## 4. Discussion

The progress of civilization has initiated many changes in the human environment. This applies not only to nature that surrounds us but also to our way of life, especially our nutrition. First of all, fat consumption and the amount of saturated fatty acids consumed increased significantly during the last century. Moreover, the ratio of omega-6 to omega-3 in food decreased, resulting in worsening of the dietary fatty acid profile [14]. At the same time, there was a sharp increase in the incidence of diseases related to metabolism, cardiovascular diseases, neurodegenerative diseases, and cancer. These diseases are also called civilization diseases because their occurrence is closely related to the modern lifestyle.

In our experiment, we used a domestic pig (*Sus scrofa*) to illustrate the changes that occur in the liver transcriptome as a result of using various fats in the diet. Using isoenergetic and isonitrogenous diets made it possible to observe transcriptome changes at a specific stage, before drastic changes at the phenotype level occurred. For quantitative analysis of the transcriptome, we chose the 3′quant mRNA method, which allows transcriptome profiling based on the 3′UTR ends of the gene and is a cost-efficient alternative to whole transcriptome RNA-seq. 

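Over the 3 comparisons, 78 different genes passed an edgeR adjusted p of 0.05 in at least 1. With DESeq2, whose calls are the genes of the paper's 3 lists, the number of different genes was 273. With edgeR without a filter on low counts it was 250. In simulated counts with the means and library sizes of these pigs, edgeR recovered 89% to 91% of genes changed 4-fold and 45% to 60% of those changed 2-fold. Each gene was drawn independently, so variation shared between genes was not simulated.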

By this method, we identified 11,500 genes with >1 read number, of which 308 (2.67%) were differentially expressed between samples of animals fed different diets, despite a very low sequencing coverage—approximately two million reads per sample. We observed that many of these genes are engaged in the pathogenesis of human civilization diseases and that depending on the source of dietary fat, different pathways are activated or inhibited in liver at the gene expression level.

### 4.1. Biosynthesis and Catabolism of Cholesterol are Inhibited in Animals Obtaining Beef Tallow in the Diet

The opinion that the consumption of saturated fats increases blood cholesterol levels is generally approved and well documented [15]. Maintaining adequate blood cholesterol levels is crucial for the body since its excess results in the development of atherosclerosis, heart disease, and neurodegenerative diseases. On the other hand, cholesterol is an essential component of cell membranes and has many important functions in the organism. Cholesterol homeostasis in the body is directed by the interaction between absorption, synthesis, and excretion or conversion of cholesterol into bile acids. A reciprocal relationship between these processes is known to regulate circulating cholesterol levels in response to dietary or therapeutic interventions. Cholesterol biosynthesis is self-regulating; a high cholesterol level in the blood forces the inhibition of its synthesis in the liver. One of the mechanisms involved in this process is inhibition of the expression of the gene encoding HMGCR, a rate-limiting enzyme in cholesterol biosynthesis. This is exactly what we observed in animals fed beef tallow—the expression of *HMGCR* was ~3 fold lower than in animals fed rapeseed oil. We observed inhibition of several other genes engaged in cholesterol biosynthesis (*FDFT1*, *MVD*, *EBP*, *HSDB31*) in the group receiving beef tallow in the diet when compared to the group receiving rapeseed oil. 

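MVD fell to a log2 fold change of -1.81 (standard error 0.34, edgeR adjusted p = 0.0240), from 30.5 ± 12.5 normalized counts in group R (SD, n = 5) to 8.83 ± 3.12 in group B (n = 5), with a median of 14.5 reads per pig. EBP, on chromosome X, was at -0.69 (standard error 0.19, edgeR adjusted p = 0.0837). Of FDFT1, MVD, EBP and HSD3B1, all 4 were lower in group B, and 3 passed by edgeR.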

Two of these genes (*FDFT1*, *HSD3B1*) were also downregulated in the coconut oil group compared to the rapeseed oil group but to a lesser extent, suggesting a different response of the mechanisms responsible for cholesterol homeostasis to medium-chain saturated fatty acids. 

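FDFT1 (chromosome 14 from 14976259 to 15010701) in group C against group R was at -0.46 (standard error 0.31, edgeR adjusted p = 0.577), with 376 ± 202 normalized counts in group R (SD, n = 5) and 273 ± 131 in group C (n = 6), so these groups differed by less than the spread between pigs. HSD3B1 was at -0.92 (standard error 0.18, edgeR adjusted p = 0.0547) in the same comparison. It passed with DESeq2 (adjusted p = 0.00131), with no filter on low counts (edgeR adjusted p = 0.00411) and with sex as a covariate. With each pig left out in turn, HSD3B1 passed by edgeR in 1 of 11 fits. Against group B, FDFT1 in group C was at 1.35 (standard error 0.27, edgeR adjusted p = 0.0668), and without coconut oil pig 5 at 1.02. Against group R, FDFT1 stayed between -0.78 and -0.21 with each pig left out in turn and passed in 0 of 11 fits.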

The results of the functional analysis using the STRING and IPA programs indicate the existence of an additional mechanism affecting the level of cholesterol synthesis. According to the IPA results (Figure 5), RXR function was inhibited through LPS/IL-1 mediation, and simultaneously the super pathway of cholesterol biosynthesis was repressed in the beef tallow group. We suppose that it may have occurred as a result of a series of changes triggered by gut microbiome misbalance under the influence of dietary beef tallow. A diet rich in saturated fatty acid affects gut microbiota composition by enhancing overflow of dietary fat to the distal intestine in mice [15]. In the pigs fed beef tallow, an increase in pathogenic LPS-secreting bacteria appeared, which resulted in an increase in expression of *LBP* and other acute-phase response genes in the liver. Moreover, beef tallow contains substantial amounts of arachidonic acid, which is known for its pro-inflammatory properties. 

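LBP (ENSSSCG00000028758, chromosome 17 from 41398935 to 41429467) had 131 ± 51.6 normalized counts in group R (SD, n = 5) and 233 ± 46.3 in group B (n = 5), a log2 fold change of 0.83 (standard error 0.24, edgeR adjusted p = 0.115). It passed with DESeq2 (adjusted p = 0.0409) and with no filter on low counts (edgeR adjusted p = 0.0287), while under the other alternatives that kept all pigs the edgeR adjusted p was between 0.0755 and 0.123. It passed in 0 of the 10 fits that each left out a pig, with log2 fold changes between 0.70 and 1.04. Among members of the acute phase set, SAA2 passed between these groups, at 1.75 (standard error 0.41, edgeR adjusted p = 0.0495).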

As a consequence of inflammation, the RXR function was inhibited, which affected the level of expression of genes engaged in cholesterol metabolism (Figure 8).

The use of coconut oil in the diet still causes a lot of controversies. As a fat containing many saturated fatty acids, and thus causing an increase in blood cholesterol levels, it is not recommended for people at risk of cardiovascular disease. On the other hand, it was shown recently that it may improve intestinal microbiota, antioxidant status, and immunity of growing rabbits [16]. Moreover, the latest meta-analysis showed that MCFA (medium-chain fatty acids), which predominate in coconut oil, increase HDLcholesterol—responsible for cholesterol efflux—content in comparison with long-chain fatty acids. *CYP7A1* is a gene coding for a rate limiting enzyme in the cholesterol catabolic pathway in the liver, which converts cholesterol to bile acids. This reaction is the major site of regulation of bile acid synthesis, which is the primary mechanism for the removal of cholesterol from the body. 

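CYP7A1 in group C against group B had a log2 fold change of 2.11 (standard error 0.46, edgeR adjusted p = 0.131), a 4.32-fold difference, and its level in group C was 116 ± 58.1 normalized counts (SD, n = 6). With each pig left out in turn the log2 fold change stayed between 1.89 and 2.62 and passed in 1 of 11 fits. With all pigs it passed with DESeq2 (adjusted p = 0.00068) and with no filter on low counts (edgeR adjusted p = 0.000337). The difference between group R and group B was 6.2-fold.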

We observed a 6-fold decrease in *CYP7A1* gene expression in the beef tallow group compared to coconut oil, emphasizing the advantage of coconut oil over beef tallow in cholesterol efflux. It was shown in vitro that arachidonic acid is a potent inhibitor of *CYP7A1* expression [17], which is in accordance with our results.

### 4.2. Acute-Phase Response Signaling is Activated in the Beef Tallow Group when Compared to both Rapeseed Oil and Coconut Oil

Low-grade inflammation is one of the leading causes of NAFLD, cardiovascular diseases, diabetes, and neurodegenerative diseases. 

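LITAF rose from 118 ± 54.5 normalized counts in group R (SD, n = 5) to the level of group B, a log2 fold change of 1.35 (standard error 0.27, edgeR adjusted p = 0.0271). ITIH4 (ENSSSCG00000011453, chromosome 13 from 34928455 to 34948250) was at 0.85 (standard error 0.23, edgeR adjusted p = 0.0837) and HP at 0.45 (standard error 0.18, edgeR adjusted p = 0.245), with 30570 ± 1598 and 41630 ± 8785 normalized counts of HP in group R and group B (SD, n = 5 each). Of the 6 inflammation genes LITAF, ALPL, PID1, ITIH4, LBP and HP, 2 passed by edgeR against group R and 4 against group C (5 and 4 with DESeq2), and all 6 were highest in group B. LBP was at -1.28 (standard error 0.19, edgeR adjusted p = 0.00887) in group C against group B.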

We observed a significant increase in the expression level of many genes connected to the immune system response and inflammation markers in liver tissue collected from animals fed with beef tallow (*LITAF*, *ALPL*, *PID1*, *IHIT4*, *LBP*, *HP*) (Figure 7, Supplementary Table S4). Strikingly, the *LBP* gene, which codes for lipopolysaccharide binding protein, and *CD14* were both upregulated in the beef tallow group. 

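CD14 (ENSSSCG00000014369, chromosome 2 from 142348036 to 142349686) had 204 ± 26.6 normalized counts in group R (SD, n = 5), 226 ± 51.7 in group B (n = 5) and 201 ± 10.4 in group C (n = 6). Its log2 fold change in group B against group R was 0.14 (standard error 0.18, edgeR adjusted p = 0.765), less than the spread between pigs, and with DESeq2 its adjusted p was 0.811. NFKBIB was at 0.40 (standard error 0.36, edgeR adjusted p = 0.643).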

LBP and CD14 drive ternary complex formation and TLR activation and as a consequence trigger the whole cascade of immune response stimulated by *NFKBiB* [18]. Interestingly, the expression of some genes (*LBP*, *IHIT4*) was also upregulated in rapeseed oil when compared to coconut oil, supporting information about the antibacterial properties of coconut oil [16]. 

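LBP in group C against group R was at -0.45 (standard error 0.23, edgeR adjusted p = 0.433) and ITIH4 at -0.59 (standard error 0.20, edgeR adjusted p = 0.229). Normalized counts in group C were 96.1 ± 26.5 for LBP and 888 ± 207 for ITIH4 (SD, n = 6), and both genes overlapped between the pigs of the groups. With DESeq2 the adjusted p-values were 0.391 and 0.111.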

Ingenuity pathway analysis revealed that the acute phase response canonical pathway is highly significantly activated in animals obtaining beef tallow when compared to both rapeseed oil and coconut oil. 

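With each pig left out in turn, the mean log2 fold change of the acute phase set stayed between 0.24 and 0.34 in group B against group R, and between -0.47 and -0.36 in group C against group B, past the camera threshold in every fit of both. Without the genes the paper lists as DEGs, the set was at 0.10 (camera adjusted p = 0.693) and -0.26 (camera adjusted p = 0.0135) in these comparisons. In 4 of the 5 pigs of group B the score of the set was above that of all pigs of group R.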

The pro-inflammatory effects of long-chain saturated fatty acids have been known for some time [19]. It has been observed that long-chain saturated fatty acids increase haptoglobin gene expression (inflammation marker) in mice adipose tissue [19]. Another study showed that the composition and metabolic activity of the gut microbiota change as a result of a steatohepatitis-inducing high-fat diet in mice [20]. Moreover, in these animals, the level of saturated fatty acids (palmitic acid) in the gut increased significantly, activated macrophages in the liver, and promoted TNF-α expression. The consequence of these changes was the development of NASH, which was reversible under the influence of antibiotics [20]. On the other hand, lauric acid—the main component of coconut oil—was shown previously to alleviate neuroinflammatory responses by LPS-activated microglia, supporting its beneficial effect on neurodegenerative diseases [21]. Our results, in agreement with previous studies, underline the difference in response of the immune system to dietary long-chain SFA (beef tallow) and medium-chain SFA (coconut oil), (Figure 9).

### 4.3. Unfolded Protein Response is Activated in both the Beef Tallow and Coconut Oil Groups when Compared to the Rapeseed Oil Group

The unfolded protein response (UPR) is a highly conserved pathway that allows the cell to manage endoplasmic reticulum (ER) stress that is imposed by the secretory demands associated with environmental forces [22]. Our results show that upon dietary beef tallow or coconut oil uptake, expression of genes engaged in UPR—*BAG3*, *HSP5*, *HSP7*—increases when compared to rapeseed oil. Consequently, functional analysis with IPA and STRING revealed that UPR is strongly activated in the coconut oil and beef tallow groups when compared to rapeseed oil. qPCR analysis confirmed overexpression of *HSPA5* and *BAG3* in beef tallow and both saturated fatty acids rich groups, respectively, when compared to rapeseed oil. 

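HSPA5 (ENSSSCG00000005601, chromosome 1 from 265930044 to 265934959), the chaperone of the endoplasmic reticulum, had 557 ± 96.3 normalized counts in group R (SD, n = 5), 1627 ± 325 in group B (n = 5) and 946 ± 274 in group C (n = 6). HSPA8, a cytosolic chaperone, had 157 ± 31.1, 407 ± 77.6 and 345 ± 69.3 in the same order. HSPA8 and BAG3 passed by edgeR in both comparisons with group R, while HSPA5 passed in group B alone. In group C against group R, HSPA5 passed with DESeq2 (adjusted p = 0.0148) and with no filter on low counts (edgeR adjusted p = 0.0263).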

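In group B against group R, the mean log2 fold change of the 29 genes of the unfolded protein response set was 0.58 (camera adjusted p = 1.9e-11), with 27 genes higher. All 5 pigs of group B had a higher score than all 5 pigs of group R (exact permutation test over 252 labellings, adjusted p = 0.026). Without the genes the paper lists as DEGs, the mean of the set was 0.35 (camera adjusted p = 0.00401). HSPA5, HSPA13, HYOU1 and MANF passed as single genes, against 0 of the 29 genes in group C against group R, where 8 had an unadjusted p below 0.05. In that pair edgeR called 9 of 6528 genes in all, so the lack of calls in the set says little. With each pig left out in turn, the mean of the set in group C against group R stayed between 0.061 and 0.16. The paper states that this response is activated on both beef tallow and coconut oil. It bases this on higher expression of BAG3 and of genes it writes as HSP5 and HSP7, on IPA and STRING, and on qPCR.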

All these results support the opinion that UPR is regulated by lipid-dependent mechanisms [23,24]. It is assumed that in an environment rich in saturated fatty acids, the composition of membranes in the endoplasmic reticulum changes, leads to disturbances in protein folding and results in activation of the unfolded protein response pathway [24]. Recent in vitro studies [25] indicate that palmitic acid induces ER stress and simultaneously increases inflammatory indices, while oleic acid ameliorates this action in exocrine pancreas cells. In our experiment, the ratio of palmitic to oleic acid was about twice as high in coconut oil and beef tallow as compared to rapeseed oil (Figure 1), supporting in vivo associations previously observed in vitro in pancreas cells [25].

When the proteins present in mitochondria are damaged, and their accumulation threatens the maintenance of homeostasis, mitochondrial specific UPR (UPR^mt^) is activated. The central UPR^mt^ coordinator is *SIRT3*, which encodes a member of the sirtuin family of class III histone deacetylases. In our study, we observed lower expression of *SIRT3* in animals fed coconut oil in the diet when compared to the rapeseed oil group. Moreover, according to IPA analysis, the sirtuin signaling pathway (with *SIRT3*, *SDHD*, *UOX* genes) was downregulated in the coconut oil group. This result may have an important clinical significance since the loss of *SIRT3* leads to deregulation of several mitochondrial pathways, which contributes to the accelerated development of the disease of ageing [26]. 

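SIRT3 (ENSSSCG00000014558, chromosome 2 from 38465 to 55074) had 44.8 ± 9.51 normalized counts in group R (SD, n = 5) and 25.9 ± 6.42 in group C (n = 6), a log2 fold change of -0.78 (standard error 0.21, edgeR adjusted p = 0.114). With each pig left out in turn it stayed between -0.86 and -0.66 and did not pass in any of the 11 fits. With all pigs it passed with DESeq2 (adjusted p = 0.0360) but not with no filter on low counts (edgeR adjusted p = 0.0971). In group B against group R, SIRT3 was at -0.77 (edgeR adjusted p = 0.248).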

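SDHD was at -0.75 (standard error 0.20, edgeR adjusted p = 0.125) and UOX at -0.49 (standard error 0.15, edgeR adjusted p = 0.178) in group C against group R. SIRT3, SDHD and UOX were all lower in group C, each with an unadjusted p below 0.05. The paper called them on the same counts, so this is not independent of its list.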

In general, lowering the *SIRT3* level is associated with adverse health effects. It is considered a mitochondria-localized tumor suppressor, which opposes reprogramming of cancer cell metabolism through HIF1α destabilization [27]. Moreover, it was shown that *SIRT3* deficiency accelerates the development of metabolic syndrome. On the other hand, in vivo experiments show that a chronic high-fat diet decreases expression of *SIRT3* in liver tissue [28]. In contrast, in vitro experiments suggest that palmitic acids increase *SIRT3* expression, contrary to oleic acids [29]. Thus, the effect of coconut oil consumption on the sirtuin signaling pathway should be further analyzed on the protein and protein function levels, especially in the context of using it to prevent neurodegenerative diseases.

During UPR activation, a decrease in RNA synthesis is often observed to protect cells against excessive accumulation of misfolded proteins [30]. 

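NOLC1 rose from 38.6 ± 11.4 normalized counts in group R (SD, n = 5) to 84.0 ± 15.0 in group B (n = 5), a log2 fold change of 1.12 (standard error 0.22, edgeR adjusted p = 0.0271), and DDX21 was at 0.91 (standard error 0.22, edgeR adjusted p = 0.0604). In group C against group R, both genes were at 0.72, with edgeR adjusted p-values of 0.205 for NOLC1 and 0.206 for DDX21.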

According to our results, dietary beef tallow-activated genes (*DDX21*, *NOLC1*) suppress pre-rRNA transcription by forming ring-shaped structures surrounding multiple Pol I complexes [31,32]. 

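NOB1 had 16.2 ± 3.72 normalized counts in group R (SD, n = 5) and 34.5 ± 6.93 in group B (n = 5), with a log2 fold change of 1.08 (standard error 0.24, edgeR adjusted p = 0.0426). In group C against group R it was at 1.02 (edgeR adjusted p = 0.0897).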

Additionally, we observed upregulation of *NOB1*, which blocks the recruitment of mRNAs to the nascent ribosome [33]. Thus, it suggests the launching of repair mechanisms to stop the excessive production of misfolded proteins in the beef tallow group. 

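EIF3A was at 0.60 (standard error 0.16, edgeR adjusted p = 0.0837) in group B and at 0.55 (standard error 0.15, edgeR adjusted p = 0.141) in group C, each against group R. EIF5B was at 0.56 (standard error 0.16, edgeR adjusted p = 0.0982) and 0.58 (standard error 0.16, edgeR adjusted p = 0.123). Both genes had an unadjusted p below 0.05 in both comparisons, and neither passed by edgeR. The paper called both on the same counts, so the unadjusted p adds no independent evidence.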

On the other hand, several genes (*EIF3A*, *EIF5B*) engaged in translation initiation were upregulated in the beef tallow and coconut groups. It was recently found that eIF3a regulates HIF1α protein synthesis through the internal ribosomal entry site (IRES)-dependent translation. Therefore, it was concluded that eIF3a might be a potential therapeutic target for hepatic carcinoma (HCC) since it acts as a regulator for glycolysis—a process that is central to cancerous reprogramming of metabolism [34].

### 4.4. UPR, Inflammation, and Cholesterol and Bile Acid Metabolism are the Main Processes Affected by Dietary Fatty Acids

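Of the 70 genes that passed by edgeR between group R and group B, 12 belonged to the 5 sets written for these processes, out of 105 members tested, and 58 to none of them, out of 6213 tested. Between group R and group C, 2 of the 9 genes were members, and between group B and group C, 2 of the 4. The sets were not written free of the paper's DEGs, which were called on the same counts. These shares therefore cannot test whether the processes are enriched.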

In our experiment, we observed that UPR, inflammation, and cholesterol and bile acid metabolism are the most altered processes under different dietary fat treatments. Interaction between endoplasmic reticulum stress—a trigger for UPR and inflammation—is involved in a variety of human pathologies [22,35]. Our results show that cholesterol and bile acid metabolism are additional components of this complex. They also support the hypothesis that a key point in these interactions is the composition of lipid membranes, since “organelle membrane” is the common cellular component enriched in all comparisons of our study (Supplementary Table S2). 

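In group C against group B, the mean log2 fold change of the unfolded protein response set was -0.46 (camera adjusted p = 4.1e-10), with 26 of 29 genes lower in group C, and 5 of 6 pigs of group C scored below all pigs of group B (exact permutation test, adjusted p = 0.026). For the cytosolic heat shock set the mean was -0.080 (camera adjusted p = 0.379) in group C against group B, and 0.53 (camera adjusted p = 9.5e-08) in group B against group R, where all 5 pigs of group B scored above all pigs of group R. With no filter on low counts, the mean of the heat shock set in group C against group B changed sign, to 0.0045. Without the genes the paper lists as DEGs, the heat shock set in group B against group R was at 0.27 (camera adjusted p = 0.0215). The unfolded protein response set in group C against group B was then at -0.32 (camera adjusted p = 0.00175).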

Considering the results of functional analysis of the identified DEGs as well as the qPCR results, it can be stated that the UPR level is low in the rapeseed oil group, while it is high in the beef tallow and coconut oil groups. 

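The score of the acute phase set, the mean log2 count over its genes, was 9.90 ± 0.093 in group R and 10.18 ± 0.19 in group B (SD, n = 5 each) on the genes tested in that pair. On the genes tested for group B and group C it was 9.89 ± 0.19 in group B (n = 5) and 9.46 ± 0.18 in group C (n = 6). The bile acid synthesis and transport set had a mean log2 fold change of 0.073 (camera adjusted p = 0.383) in group C against group B. Without the genes of the paper's lists this mean changed sign, to -0.11 (camera adjusted p = 0.752).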

The level of inflammation and cholesterol efflux is high only in the group receiving beef tallow. In contrast, cholesterol biosynthesis is low in the group receiving beef tallow and to a lesser extent in the coconut oil group. 

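In group C against group R, the mean log2 fold change of the cholesterol biosynthesis set was -0.16 (camera adjusted p = 0.0908), with 14 of 19 genes lower, and the scores of the groups differed by less than the spread between pigs (exact permutation test, adjusted p = 0.39). With no filter on low counts it was -0.17 (camera adjusted p = 0.0239). In group C against group B the mean was 0.56 (camera adjusted p = 7.9e-08), and 4 of 6 pigs of group C scored above all pigs of group B (exact permutation test, adjusted p = 0.0298). Leaving out coconut oil pig 5 moved the comparison with group R to -0.33 and that with group B to 0.40. The comparison with group R passed camera in 3 of the 11 fits that each left out a pig (camera adjusted p from 0.000891, without coconut oil pig 5, to 0.464).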

Our next step was the analysis of the causal relations between these processes and the identification of key genes regulating these interactions. The effect of bile acid and cholesterol metabolism on inflammatory processes has been well known for a long time. Numerous studies indicate that reduced flow of bile acids leads to their accumulation in the liver, which in turn causes inflammation. It was shown that bile acids act as an inflammagen, and directly activate signaling pathways in hepatocytes that stimulate the production of the proinflammatory mediators. However, other mechanisms were considered; the inflammatory response is triggered by activation of Toll-like receptor 4 (TLR4), either by bacterial lipopolysaccharide or by damage-associated molecular pattern molecules released from dead hepatocytes [36]. 

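ABCB11 (ENSSSCG00000015926, chromosome 15 from 75402296 to 75487092) had 536 ± 109 normalized counts in group R (SD, n = 5), 308 ± 44.1 in group B (n = 5) and 416 ± 34.0 in group C (n = 6). Its log2 fold change against group R was -0.80 (standard error 0.18, edgeR adjusted p = 0.0431) in group B and -0.37 (standard error 0.15, edgeR adjusted p = 0.301) in group C. CYP7A1 was at -0.53 (standard error 0.33, edgeR adjusted p = 0.532) in group C against group R. For the set of 15 tested genes of bile acid synthesis and transport, the mean was -0.29 (camera adjusted p = 0.0114) in group B, with 10 genes lower, and -0.22 (camera adjusted p = 0.0309) in group C, with 12 genes lower. Exact permutation tests of the set score gave adjusted p = 0.0298 in group B and 0.0584 in group C, and the mean of the group B set without the genes of the paper's lists was -0.068 (camera adjusted p = 0.45).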

When we compared the effect of beef tallow and coconut oil in relation to rapeseed oil, we observed the downregulation of genes responsible for the synthesis and transport of bile acids (*CYP7A1*, *ABCB11*) only in the group receiving beef tallow. Similarly, only in this group, we observed an increase in expression of genes coding for acute-phase proteins. 

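The mean log2 fold change of the acute phase set in group C against group R was -0.14 (camera adjusted p = 0.0193), with 15 of 22 genes lower in group C. The score of the set did not pass (exact permutation test, adjusted p = 0.162), and 3 of 6 pigs of group C scored below all pigs of group R.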

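ORM1 (ENSSSCG00000005488, chromosome 1 from 254939154 to 254943065) had 232 ± 80.7 normalized counts in group C (SD, n = 6). Its log2 fold change in group C was 0.25 (standard error 0.29, edgeR adjusted p = 0.786) against group R and 0.99 (standard error 0.28, edgeR adjusted p = 0.228) against group B. With DESeq2 the adjusted p against group B was 0.0354. Mammalian ORM genes lie as near-identical copies, between which the counting could split or drop reads.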

The exception here was the *ORM1* gene (identified as a hub gene by cytohubba software), which was upregulated in the coconut oil group. The product of this gene is classified as an acute phase protein, but it also has immunosuppressive activity. More than 25 years ago, it was found that this protein protects mice against lethality shock induced by tumor necrosis factor (TNF) or endotoxins [37]. More recently, a decrease of ORMDL protein without decreases in ORMDL mRNA levels was observed in HepG2 liver cells treated with the pro-inflammatory stimulus, and this observation was extended to in vivo models of inflammation [38]. In contrast, we observed a decrease in ORM expression accompanied by an increase in acute phase response in the beef tallow group at the mRNA level. 

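In group B against group R, ORM1 was at -0.74 (standard error 0.33, edgeR adjusted p = 0.295), with 194 ± 102 normalized counts in group R and 116 ± 45.4 in group B (SD, n = 5 each), a difference within the spread of the pigs of group R. With DESeq2 the adjusted p was 0.269.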

The situation is further complicated by the fact that the *ORM1* gene is activated by bile acid through FXR—the nuclear bile acid receptor in mice [39]. This may indicate that the main difference in the action of coconut oil compared to beef tallow is that coconut oil does not reduce cholesterol catabolism and its disposal with bile acids. Thanks to this, FXR is activated, and thus ORM1′s protective effect is maintained.

The interaction between inflammation and cholesterol and bile acid metabolism also acts in the opposite direction; the activation of immune response proteins affects the level of gene expression associated with cholesterol and bile acid metabolism [40]. In the liver, LPS markedly decreases the mRNA expression and activity of CYP7A1 and cholesterol transporters ABCG5 and ABCG8, which mediate cholesterol excretion into the bile in Syrian hamsters [41]. The relationship discussed here has a significant clinical implication. Until recently, hypercholesterolemia was considered the main cause of heart disease, but some scientists indicate that inflammation may play a more important role in the pathogenesis of CVD. Our results underline the significance of inflammation in this context. In essence, findings from epidemiological studies report low rates of cardiovascular disease among populations who consume coconut oil as part of their traditional diets (in India, the Philippines, and Polynesia) even though this fat is cholesterol-raising. Considering that in our study the animals receiving coconut oil did not show an increase in activation of acute-phase response, the limited influence of coconut oil consumption for the occurrence of heart disease may be due to the anti-inflammatory properties of this oil (Figure 9).

Inflammatory processes are strictly connected to endoplasmic reticulum stress, and UPR and the *ORM* genes link these two processes. Yeast cells lacking the *ORM1* and *ORM2* genes show a constitutive unfolded protein response, sensitivity to stress, and slow ER-to-Golgi transport [42]. ORM proteins function as the main regulators of the enzyme serine palmitoyltransferase—necessary for the process of sphingolipid biosynthesis, which is one of the main components of the cytoplasmic membranes of the endoplasmic reticulum, and disturbances in its homeostasis lead to ER stress [43]. The unfolded protein response can also alter sphingolipid metabolism. Bi-directional interactions between sphingolipids and the UPR have now been observed in a range of diseases, including cancer, diabetes, and liver disease [43]. Other studies have shown that ER stress can directly initiate the proinflammatory pathways, while proinflammatory agents such as ROS, TLR ligands, and cytokines can induce ER stress. As a result, activated UPR may further enhance the pro-inflammatory response [44].

As in the case of relationships discussed earlier, the connection between UPR and biosynthesis of cholesterol and bile acids is well documented and mutual. It was shown that within the ER, there are numerous membrane receptors detecting changes in cholesterol levels and cholesterol overload causes severe dysregulation of the ER [45]. To counteract these abnormalities, transcription factors (e.g., *SREBF2*, *LXR*) regulating cholesterol biosynthesis and immunological responses are triggered by the NRF2 protein [46]. In our experiment, we did not observe changes in the level of expression of genes coding for these molecules; however, they are largely regulated at the level of translation or post-translational modifications [47]. 

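In group B against group R, SREBF2 was at -0.19 (standard error 0.20, edgeR adjusted p = 0.711), NFE2L2, which encodes NRF2, at -0.27 (standard error 0.20, edgeR adjusted p = 0.555), and NR1H2, which encodes an LXR, at 0.49 (standard error 0.19, edgeR adjusted p = 0.217). The other LXR gene, NR1H3, had a median of 1 read per pig, at a depth of 801172 to 1490944 reads per pig in these groups, and was not kept by the filter. With no filter on low counts it was at -0.54 (edgeR adjusted p = 0.838).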

Among the DEGs identified in our report, the two genes *S1PR1* (upregulated in the beef tallow and coconut oil groups when compared to the rapeseed oil group) and *ORAI3* (downregulated only in the beef tallow group when compared to the rapeseed oil group) are potential links between cholesterol metabolism and ER stress and UPR. 

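S1PR1 (ENSSSCG00000029849) had 139 ± 25.6 normalized counts in group R (SD, n = 5), 255 ± 77.4 in group B (n = 5) and 245 ± 78.3 in group C (n = 6), with log2 fold changes against group R of 0.87 (standard error 0.21, edgeR adjusted p = 0.0627) and 0.82 (standard error 0.21, edgeR adjusted p = 0.104). ORAI3 (ENSSSCG00000007770) had 45.5 ± 20.4, 22.7 ± 4.77 and 40.5 ± 11.6 in the same order, and its log2 fold change was -1.04 (standard error 0.28, edgeR adjusted p = 0.0837) in group B. In group C against group R it was -0.20 (standard error 0.26, edgeR adjusted p = 0.808), and it changed sign, to 0.14, without rapeseed oil pig 1. Against group R, DESeq2 gave S1PR1 adjusted p-values of 0.0096 in group B and 0.0148 in group C, and ORAI3 0.0378 in group B. With no filter on low counts, the same edgeR adjusted p-values were 0.0158, 0.0169 and 0.0180.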

The protein encoded by *S1PR1* is structurally similar to G protein-coupled receptors and binds the ligand sphingosine-1-phosphate (S1P) with high affinity and high specificity. S1P, in turn, is a signaling sphingolipid acting as a bioactive lipid mediator. It is transported mainly by HDL and activates one of the S1PR1-mediated biological functions: calcium flux [48]. It was recently demonstrated that S1PR1-mediated calcium efflux is achieved through ORAI-membrane calcium channels. Thus, our data suggest that both the dietary fats beef tallow and coconut oil activate *S1PR1*, but only beef tallow downregulates *ORAI3* transcript expression. 

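The difference between the saturated fats themselves was 0.85 for ORAI3 in group C against group B (standard error 0.24, edgeR adjusted p = 0.217) and -0.049 for S1PR1 (standard error 0.23, edgeR adjusted p = 0.955). ORAI3 had an unadjusted p below 0.05 in this comparison, and S1PR1 did not.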

Interestingly, store-operated calcium (Ca^2+^) entry (SOCE) is mediated by *Orai3* only in breast cancer cells that express the estrogen receptor, contrary to estrogen receptor-negative cancer cells, which suggests a relationship between estrogen concentration and *ORAI3* expression [49]. In our experiment, probably as a consequence of reduced cholesterol catabolism in the beef tallow group, we observed a decrease in steroid hormone biosynthesis, which theoretically could lead to a decrease in *ORAI3* expression and dysfunctional calcium channels.

Due to the limited amount of space, we are not able to discuss all the interesting relationships observed in our experiment. To mention only a few: the “inositol metabolism”, “urea cycle”, and “glutathione metabolism” pathways deserve additional detailed analysis in terms of the effect of dietary fats on cancer and the development of metabolic, neurodegenerative, and cardiovascular diseases. Moreover, expression of a number genes—potential therapeutic targets in liver diseases—including *EGFR*, *GLUD1*, *GNL3*, and *RGS5*, has been shown to be modified by dietary fats and should be further investigated in this regard. 

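RGS5 (ENSSSCG00000037821) had 22.5 ± 14.4 normalized counts in group R (SD, n = 5), 4.00 ± 4.28 in group B (n = 5) and 5.77 ± 3.14 in group C (n = 6), and with a median of 10.5 reads per pig of groups R and B it was not kept by the filter. With no filter, its log2 fold change was -2.38 in group B (standard error 0.45, edgeR adjusted p = 0.000249) and -1.93 in group C (standard error 0.38, edgeR adjusted p = 0.00286), each against group R. GLUD1 and GNL3 in group C against group R were at -0.38 (edgeR adjusted p = 0.377) and 0.73 (edgeR adjusted p = 0.248).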

Although our work provides a large amount of new information on the impact of consuming different sources of fat on gene expression in the liver, we are aware that these studies should be extended with analysis at the level of proteins and their function. Furthermore, analysis of bile acid species content in the intestine and liver and histological examination of these organs would give a full view of changes introduced by consumption of different sources of fat. Even though the material was collected from all animals from the same part of the liver, our samples most likely contained a mixture of different cells (hepatocytes, parenchymal cells, immune cells). Therefore, differences in expression observed between the groups of animals tested may partly result from the proportion of the content of these cells in the samples. To accurately assess what processes occur in the specific cells of the liver under the influence of dietary fat, experiments using single-cell methods are necessary.

## 5. Conclusions

To sum up, our experiment showed that the type of consumed fat has a very significant impact on changes in gene expression in the liver of pigs. We observed that these changes are most intensively visible in three related processes: cholesterol and bile acid biosynthesis, UPR, and inflammation, playing a key role in the pathogenesis of civilization diseases. If one of these processes is dysregulated, repair mechanisms are triggered by activation of connected pathways. Therefore, when the body is excessively stimulated by improper nutrition, a vicious circle starts, in which the dysregulation of one process results in the dysregulation of the next. In our experiment, this situation most likely arose as a result of a diet containing beef tallow. 

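With each of the 10 pigs left out in turn, the mean log2 fold change in group B against group R stayed between -0.87 and -0.61 for the cholesterol biosynthesis set, between 0.53 and 0.64 for the unfolded protein response set and between -0.34 and -0.25 for the bile acid set, past the camera threshold in every fit. Leaving out pigs cannot show how far a set rests on few genes. Without the genes the paper lists as DEGs, the bile acid set was at -0.068 (camera adjusted p = 0.45). The cholesterol set (-0.39) and the unfolded protein response set (0.35) still passed (camera adjusted p = 0.00748 and 0.00401).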

In this group of animals, we observed deregulation of cholesterol and bile acid metabolism, activation of genes coding for acute phase proteins, and activation of the UPR when compared to animals fed with rapeseed oil. In contrast, in the coconut oil group, no activation of inflammation genes was observed, suggesting that some ingredients of coconut oil (lauric acid, polyphenols) can stop this vicious cycle and prevent the development of civilization diseases.

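None of the 22 tested genes of the acute phase set passed by edgeR between group R and group C, 3 had an unadjusted p below 0.05, and the mean log2 fold change of the set stayed between -0.17 and -0.079 in the 11 fits that each left out a pig, so its sign did not change. Against group B, ITIH4 and LBP passed, both lower in group C.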

## Figures and Tables

**Figure 1:**
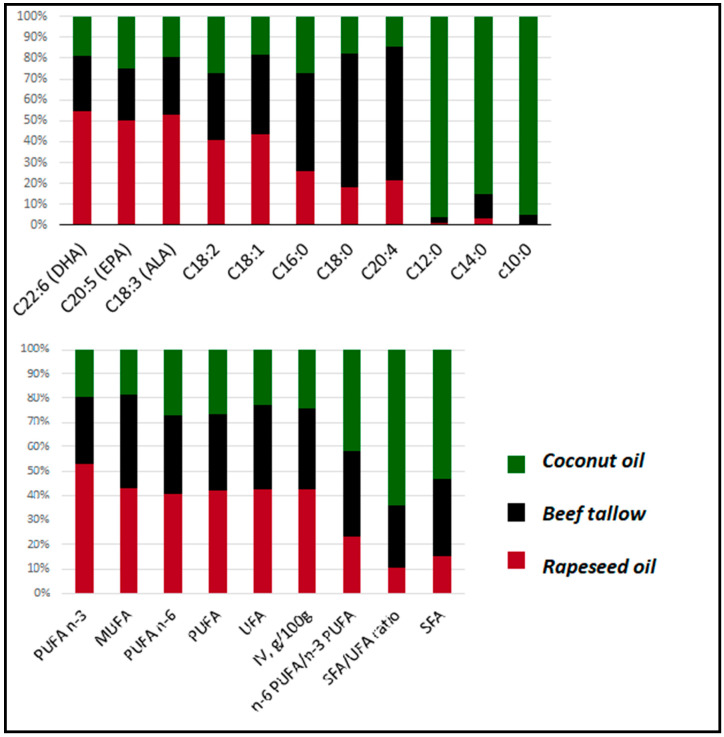
Percentage of the most abundant fatty acids in the diets.

**Figure 2:**
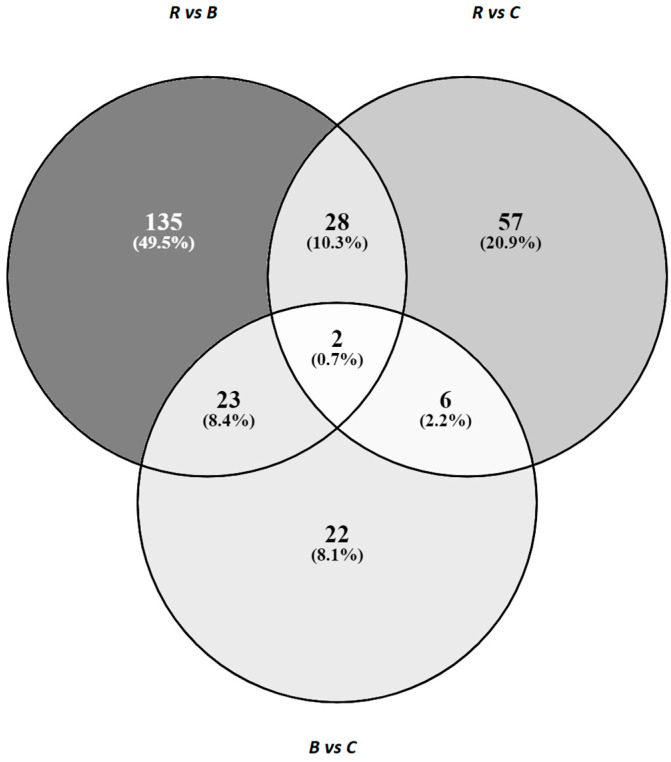
Venn diagram illustrating differentially expressed genes that are common between comparisons.

**Figure 3:**
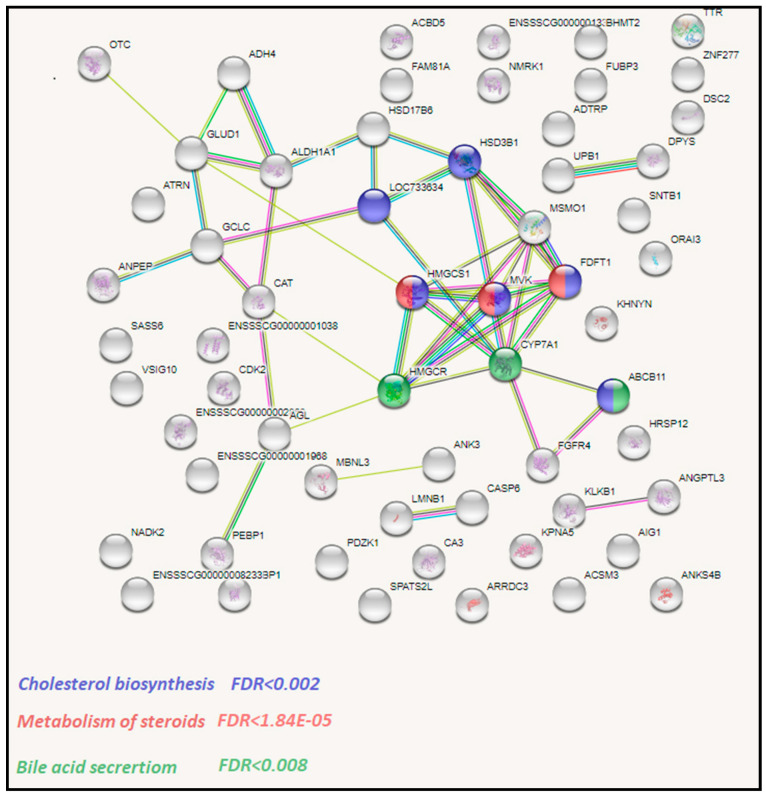
The network of DEGs downregulated in the beef tallow group when compared to the rapeseed oil group according to STRING software analysis.

**Figure 4:**
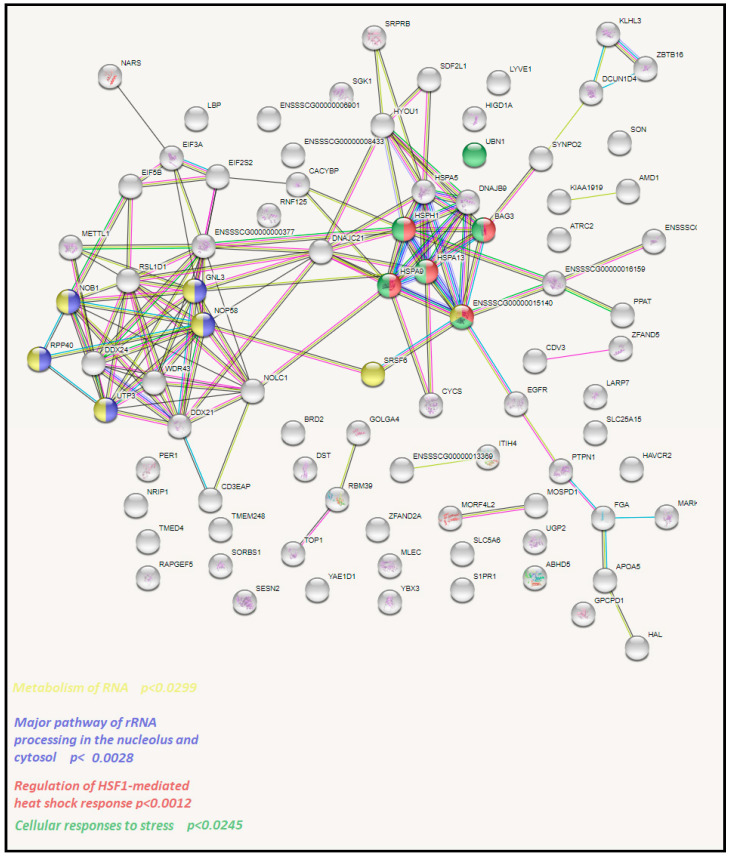
The network of DEGs upregulated in the beef tallow group when compared to the rapeseed oil group according to STRING software analysis.

**Figure 5:**
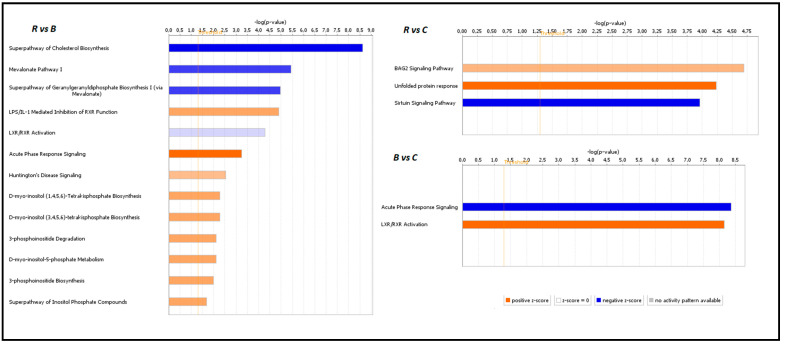
Canonical pathways with Z score ≠ 0 and log (*p*-value) > 1.3, identified in each comparison using IPA software.

**Figure 6:**
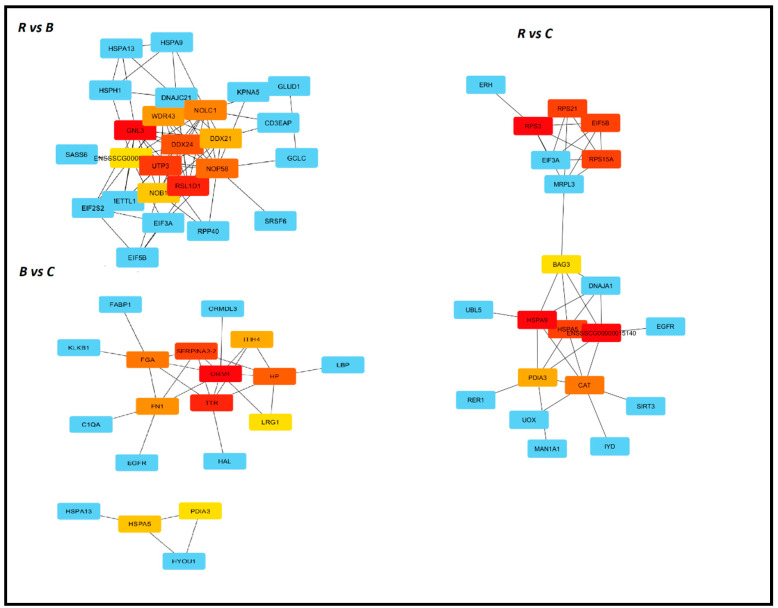
Top 10 Hub genes identified in the R vs. B comparison, R vs. C comparison, and B vs. C comparison using Cytohubba, ranked by MCC (Maximal Clique Centrality). The more intense the red color, the higher the position in the rank.

**Figure 7:**
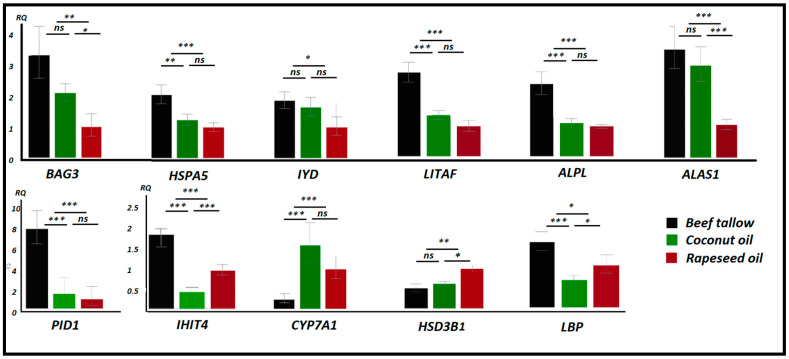
Results of the qPCR analysis of selected DEGs. RQ—Relative Quantity of mRNA, *** *p* < 0.01, ** *p* < 0.05, * *p* < 0.1, ns—not significant.

**Figure 8:**
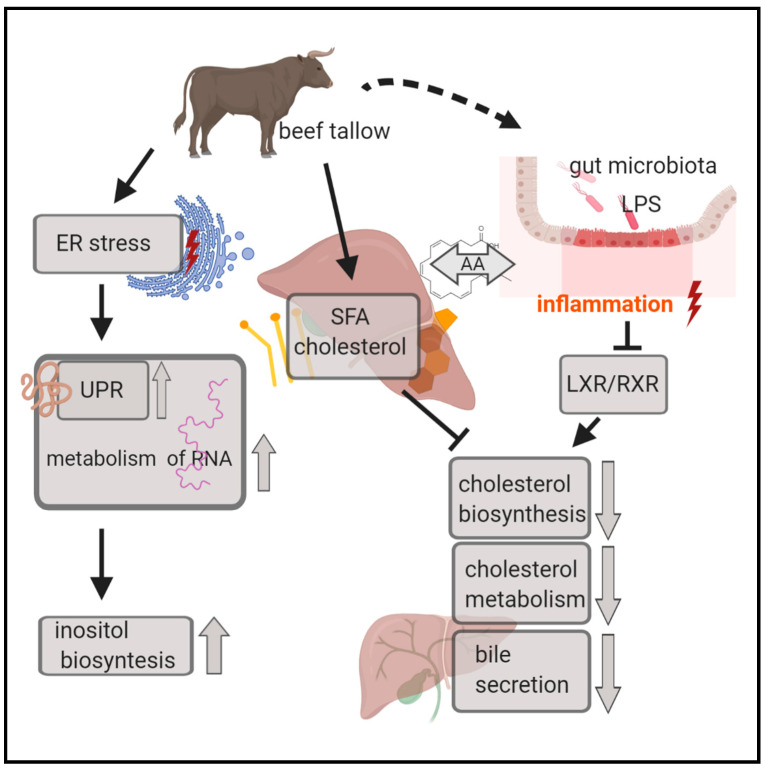
Graphical illustration of selected biological processes and canonical pathways altered in the beef tallow group when compared to rapeseed oil. Beef tallow contains pro-inflammatory ingredients (SFA, AA—arachidonic acid) that could change gut microbiota and promote inflammation. SFA and cholesterol from beef tallow decrease cholesterol biosynthesis directly in the liver and indirectly through inhibition of LXR/RXR by LPS/IL-1.

**Figure 9:**
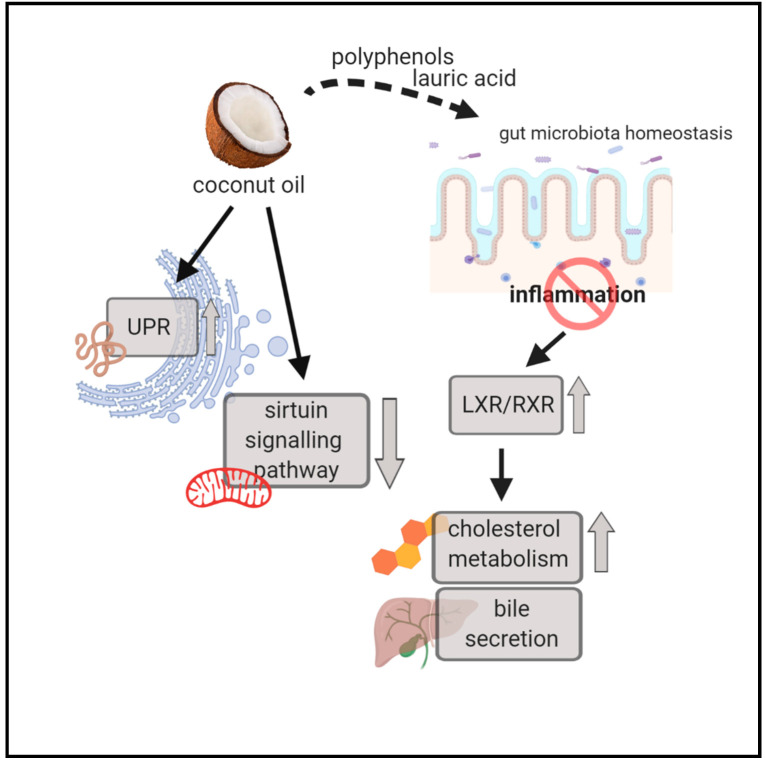
Graphical illustration of selected biological processes and canonical pathways altered in the coconut oil group when compared to the rapeseed oil (UPR, sirtuin signaling pathway) and beef tallow groups (LXR/RXR activation, cholesterol metabolism, bile secretion). Coconut oil contains antibacterial and anti-inflammatory ingredients (lauric acids, polyphenols), and cholesterol metabolism and bile acid secretion are not reduced as a result of increased inflammation, which is observed in the beef tallow group.

**Table 1:** RNA-seq statistics of Quant-seq 3′mRNA-sequencing.

Sample Name	No of Raw Reads	No of Mapped Reads	Percentage of Mapped Reads (%)
17w	3,355,869	2,635,495	78.5
19w	2,460,130	1,927,026	78.3
20w	2,029,705	1,615,350	79.6
21w	2,819,316	2,187,454	77.6
22w	2,657,611	2,111,384	79.4
24w	2,298,911	1,803,582	78.5
41w	3,469,934	2,760,471	79.6
42w	2,223,698	1,817,882	81.8
43w	4,124,251	3,197,675	77.5
45w	2,157,086	1,710,536	79.3
46w	2,415,641	1,932,621	80.0
48w	2,470,229	1,981,470	80.2
49w	2,715,605	2,203,190	81.1
52w	2,631,687	2,119,487	80.5
53w	2,110,920	1,648,309	78.1
54w	2,031,614	1,625,581	80.0
55w	4,000,000	3,266,253	81.7
56w	4,000,000	3,262,080	81.6

**Table 2:** Top 20 DEGs with the highest adjusted *p*-value for each comparison.

Ensembl ID	Base Mean	log2 Fold Change	*p*-Adjusted	Gene Description	Gene Symbol
**Beef Tallow vs. Coconut Oil**					
ENSSSCG00000021443	109	−1.46	0.0005	serum/glucocorticoid regulated kinase 1	*SGK1*
ENSSSCG00000032381	221	−1.42	0.0000	lipopolysaccharide induced TNF factor	*LITAF*
ENSSSCG00000004700	288	−1.34	0.0007	protein disulfide isomerase family A member 3	*PDIA3*
ENSSSCG00000028758	177	−1.28	0.0000	lipopolysaccharide binding protein	*LBP*
ENSSSCG00000000892	127	−1.23	0.0008	histidine ammonia-lyase	*HAL*
ENSSSCG00000033214	460	−1.16	0.0098	glycine N-methyltransferase	*GNMT*
ENSSSCG00000016174	361	−1.16	0.0185	fibronectin 1	*FN1*
ENSSSCG00000008998	23136	−1.01	0.0001	fibrinogen α chain	*FGA*
ENSSSCG00000013514	256	−0.94	0.0001	LRRCT domain-containing protein	***PLIN5***
ENSSSCG00000008550	317	−0.86	0.0124	solute carrier family 5 member 6	*SLC5A6*
ENSSSCG00000022126	122	−0.79	0.0025	epidermal growth factor receptor	*EGFR*
ENSSSCG00000002487	1830	−0.78	0.0027	α-1-antichymotrypsin 2	***SERPINA3-2***
ENSSSCG00000002749	37957	−0.59	0.0162	haptoglobin	*HP*
ENSSSCG00000011453	1755	−1.43	0.0000	inter-α-trypsin inhibitor heavy chain 4	*ITIH4*
ENSSSCG00000011741	340	0.45	0.0185	golgi integral membrane protein 4	*GOLIM4*
ENSSSCG00000027072	172	0.56	0.0112	ATP synthase inhibitory factor subunit 1	*ATP5IF1*
ENSSSCG00000002529	355	0.65	0.0036	40S ribosomal protein S21	*RPS21*
ENSSSCG00000008829	182	0.80	0.0076	OCIA domain containing 2	*OCIAD2*
ENSSSCG00000026044	221	1.34	0.0005	farnesyl-diphosphate farnesyltransferase 1	*FDFT1*
ENSSSCG00000006238	84	2.11	0.0007	cytochrome P450 family 7 subfamily A member 1	*CYP7A1*
**Rapeseed Oil vs. Beef Tallow**					
ENSSSCG00000006238	100	−2.63	4 × 10^-8^	cytochrome P450 family 7 subfamily A member 1	*CYP7A1*
ENSSSCG00000028821	27	−2.14	1.6 × 10^5^	SAS-6 centriolar assembly protein	*SASS6*
ENSSSCG00000004586	19	−2.02	6.5 × 10^5^	family with sequence similarity 81 member A	*FAM81A*
ENSSSCG00000033822	110	−1.91	6.6 × 10^5^	thyroid hormone responsive	*THRSP*
ENSSSCG00000026044	252	−1.80	1.6 × 10^5^	farnesyl-diphosphate farnesyltransferase 1	*FDFT1*
ENSSSCG00000006719	94	−1.41	1.6 × 10^7^	hydroxy-delta-5-steroid dehydrogenase, 3 β- and steroid delta-isomerase 1	*HSD3B1*
ENSSSCG00000006040	186	−1.20	2.6 × 10^6^	dihydropyrimidinase	*DPYS*
ENSSSCG00000001849	153	−0.89	1.7 × 10^4^	alanyl aminopeptidase, membrane	*ANPEP*
ENSSSCG00000039388	448	−0.84	8.3 × 10^5^		
ENSSSCG00000023686	5283	−0.78	3.4 × 10^4^	transthyretin	*TTR*
ENSSSCG00000015106	124	1.23	1.5 × 10^4^	hypoxia up-regulated 1	*HYOU1*
ENSSSCG00000032381	218	1.35	3.4 × 10^4^	lipopolysaccharide induced TNF factor	*LITAF*
ENSSSCG00000011297	222	1.36	6.6 × 10^5^	abhydrolase domain containing 5, lysophosphatidic acid acyltransferase	*ABHD5*
ENSSSCG00000015140	293	1.38	8.7 × 10^9^	heat shock protein family A (Hsp70) member 8	*HSPA8*
ENSSSCG00000030095	78	1.49	2.4 × 10^4^	zinc finger and BTB domain containing 16	*ZBTB16*
ENSSSCG00000020754	32	1.51	6.5 × 10^5^	RNA polymerase I subunit G	*CD3EAP*
ENSSSCG00000005601	1136	1.54	1.8 × 10^13^	heat shock protein family A (Hsp70) member 5	*HSPA5*
ENSSSCG00000022126	97	1.73	4.0 × 10^13^	epidermal growth factor receptor	*EGFR*
ENSSSCG00000010686	369	1.79	8.3 × 10^6^	BAG cochaperone 3	*BAG3*
ENSSSCG00000035058	43	1.82	6.3 × 10^6^	phosphotyrosine interaction domain containing 1	*PID1*
**Rapeseed Oil vs. Coconut Oil**					
ENSSSCG00000023331	67	−1.35	0.0000	ubiquitin like 5	*UBL5*
ENSSSCG00000007710	75	−1.14	0.0033	MLX interacting protein lik	*MLXIPL*
ENSSSCG00000027926	94	−1.14	0.0062	formimidoyltransferase cyclodeaminase	*FTCD*
ENSSSCG00000003302	193	−1.01	0.0004	Lysoplasmalogenase	***TMEM86B***
ENSSSCG00000031881	48	−1.01	0.0003	CDC42 small effector 1	*CDC42SE1*
ENSSSCG00000035790	110	−0.93	0.0048	BTG anti-proliferation factor 1	*BTG1*
ENSSSCG00000006719	105	−0.92	0.0013	hydroxy-delta-5-steroid dehydrogenase, 3 β- and steroid delta-isomerase 1	***HSD3B1***
ENSSSCG00000031302	46	−0.91	0.0015	C-terminal binding protein 1	*CTBP1*
ENSSSCG00000010627	45	−0.88	0.0064	programmed cell death 4	*PDCD4*
ENSSSCG00000013514	225	−0.73	0.0064	LRRCT domain-containing protein	***PLIN5***
ENSSSCG00000001849	163	−0.65	0.0062	alanyl aminopeptidase, membrane	*ANPEP*
ENSSSCG00000014855	870	−0.62	0.0002	ribosomal protein S3	*RPS3*
ENSSSCG00000011000	253	0.86	0.0013		
ENSSSCG00000022126	69	0.94	0.0007	epidermal growth factor receptor	*EGFR*
ENSSSCG00000039147	108	0.96	0.0014		
ENSSSCG00000015140	278	1.14	0.0000	heat shock protein family A (Hsp70) member 8	*HSPA8*
ENSSSCG00000004093	290	1.14	0.0000	iodotyrosine deiodinase	*IYD*
ENSSSCG00000010686	339	1.49	0.0000	BAG cochaperone 3	*BAG3*
ENSSSCG00000011437	132	1.50	0.0005	5′-aminolevulinate synthase 1	*ALAS1*
ENSSSCG00000024596	69	1.62	0.0051	nocturnin	*NOCT*

Bold genes were annotated with the Uniprot database.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/11/9/1087/s1, Supplementary Table S1. List of DEGs identified in each comparison. Supplementary Table S2. List of DEGs and Gene ontology terms, KEGG and Reactome pathways, common for different comparisons. Supplementary Table S3. Results of the DEseq2 comparisons between males and females. Supplementary Table S4. List of Gene ontology terms, KEGG and Reactome pathways overrepresented in each comparison after STRING functional analysis. Supplementary Figure S1. MA and PCA plots after analysis of RNA-seq results with DESeq2 software. Supplementary Figure S2. Networks of canonical pathways identified after IPA software analysis in each comparison.

## References

[1] Othman R. (2007). Dietary lipids and cancer. Libyan J. Med..

[2] Zanoaga O., Jurj A., Raduly L., Cojocneanu-Petric R., Fuentes-Mattei E., Wu O., Braicu C., Gherman C.D., Berindan-Neagoe I. (2018). Implications of dietary ω-3 and ω-6 polyunsaturated fatty acids in breast cancer. Exp. Ther. Med..

[3] Halade G.V., Black L.M., Verma M.K. (2018). Paradigm shift-Metabolic transformation of docosahexaenoic and eicosapentaenoic acids to bioactives exemplify the promise of fatty acid drug discovery. Biotechnol. Adv..

[4] Watson A.L., Carlson D.F., Largaespada D.A., Hackett P.B., Fahrenkrug S.C. (2016). Engineered Swine Models of Cancer. Front Genet..

[5] Cevallos W.H., Holmes W.L., Myers R.N., Smink R.D. (1979). Swine in atherosclerosis research: Development of an experimental animal model and study of the effect of dietary fats on cholesterol metabolism. Atherosclerosis.

[6] Vitali M., DiMauro C., Sirri R., Zappaterra M., Zambonelli P., Manca E., Sami D., Fiego D.P.L., Davoli R. (2018). Effect of dietary polyunsaturated fatty acid and antioxidant supplementation on the transcriptional level of genes involved in lipid and energy metabolism in swine. PLoS ONE.

[7] Szostak A., Ogłuszka M., Pas M.F.W.T., Poławska E., Urbański P., Juszczuk-Kubiak E., Blicharski T., Pareek C.S., Dunkelberger J.R., Horbańczuk J.O. (2016). Effect of a diet enriched with omega-6 and omega-3 fatty acids on the pig liver transcriptome. Genes Nutr..

[8] Ogłuszka M., Szostak A., Pas M.F.T., Poławska E., Urbański P., Blicharski T., Pareek C., Juszczuk-Kubiak E., Dunkelberger J.R., Horbańczuk J.O. (2017). A porcine gluteus medius muscle genome-wide transcriptome analysis: Dietary effects of omega-6 and omega-3 fatty acids on biological mechanisms. Genes Nutr..

[9] Oczkowicz M., Świątkiewicz M., Ropka-Molik K., Gurgul A., Żukowski K. (2016). Effects of Different Sources of Fat in the Diet of Pigs on the Liver Transcriptome Estimated by RNA-Seq. Ann. Anim. Sci..

[10] Świątkiewicz M., Oczkowicz M., Ropka-Molik K., Hanczakowska E. (2016). The effect of dietary fatty acid composition on adipose tissue quality and expression of genes related to lipid metabolism in porcine livers. Anim. Feed Sci. Technol..

[11] Oczkowicz M., Szmatoła T., Świątkiewicz M., Pawlina-Tyszko K., Gurgul A., Ząbek T. (2018). Corn dried distillers grains with solubles (cDDGS) in the diet of pigs change the expression of adipose genes that are potential therapeutic targets in metabolic and cardiovascular diseases. BMC Genom..

[12] Oczkowicz M., Szmatoła T., Świątkiewicz M. (2019). Source of Dietary Fat in Pig Diet Affects Adipose Expression of Genes Related to Cancer, Cardiovascular, and Neurodegenerative Diseases. Genes.

[13] Chin C.H., Chen S.H., Wu H.H., Ho C.W., Ko M.T., Lin C.Y. (2014). cytoHubba: Identifying hub objects and sub-networks from complex interactome. BMC Syst. Biol..

[14] Simopoulos A.P. (2016). An Increase in the Omega-6/Omega-3 Fatty Acid Ratio Increases the Risk for Obesity. Nutrients.

[15] De Wit N., Derrien M., Bosch-Vermeulen H., Oosterink E., Keshtkar S., Duval C., Bosch J.D.V.-V.D., Kleerebezem M., Muller M., Van Der Meer R. (2012). Saturated fat stimulates obesity and hepatic steatosis and affects gut microbiota composition by an enhanced overflow of dietary fat to the distal intestine. Am. J. Physiol. Gastrointest. Liver. Physiol..

[16] Alagawany M., Abd El-Hack M.E., Al-Sagheer A.A., Naiel M.A., Saadeldin I.M., Swelum A.A. (2018). Dietary Cold Pressed Watercress and Coconut Oil Mixture Enhances Growth Performance, Intestinal Microbiota, Antioxidant Status, and Immunity of Growing Rabbits. Animals.

[17] Zhang J.-M., Wang X.-H., Hao L.-H., Wang H., Zhang X., Muhammad I., Qi Y., Li G.-L., Sun X.-Q. (2017). Nrf2 is crucial for the down-regulation of Cyp7a1 induced by arachidonic acid in Hepg2 cells. Environ. Toxicol. Pharmacol..

[18] Ranoa D.R., Kelley S.L., Tapping R.I. (2013). Human lipopolysaccharide-binding protein (LBP) and CD14 independently deliver triacylated lipoproteins to Toll-like receptor 1 (TLR1) and TLR2 and enhance formation of the ternary signaling complex. J. Biol. Chem..

[19] Bueno A.A., Oyama L.M., Motoyama C.S.D.M., Biz C.R.D.S., Silveira V.L., Ribeiro E.B., Nascimento C.M.O.D. (2010). Long chain saturated fatty acids increase haptoglobin gene expression in C57BL/6J mice adipose tissue and 3T3-L1 cells. Eur. J. Nutr..

[20] Yamada S., Kamada N., Amiya T., Nakamoto N., Nakaoka T., Kimura M., Saito Y., Ejima C., Kanai T., Saito Y. (2017). Gut microbiota-mediated generation of saturated fatty acids elicits inflammation in the liver in murine high-fat diet-induced steatohepatitis. BMC Gastroenterol..

[21] Nishimura Y., Moriyama M., Kawabe K., Satoh H., Takano K., Azuma Y.-T., Nakamura Y. (2018). Lauric Acid Alleviates Neuroinflammatory Responses by Activated Microglia: Involvement of the GPR40-Dependent Pathway. Neurochem. Res..

[22] Grootjans J., Kaser A., Kaufman R.J., Blumberg R.S. (2016). The unfolded protein response in immunity and inflammation. Nat. Rev. Immunol..

[23] Volmer R., van der Ploeg K., Ron D. (2013). Membrane lipid saturation activates endoplasmic reticulum unfolded protein response transducers through their transmembrane domains. Proc. Natl. Acad. Sci. USA.

[24] Volmer R., Ron D. (2015). Lipid-dependent regulation of the unfolded protein response. Curr. Opin. Cell Biol..

[25] Ben-Dror K., Birk R. (2019). Oleic acid ameliorates palmitic acid-induced ER stress and inflammation markers in naive and cerulein-treated exocrine pancreas cells. Biosci. Rep..

[26] McDonnell E., Peterson B.S., Bomze H.M., Hirschey M.D. (2015). SIRT3 regulates progression and development of diseases of aging. Trends Endocrinol. Metab..

[27] Finley L.W., Carracedo A., Lee J.J., Souza A., Egia A., Zhang J., Teruya-Feldstein J., Moreira P., Cardoso S.M., Clish C.B. (2011). SIRT3 opposes reprogramming of cancer cell metabolism through HIF1α destabilization. Cancer Cell..

[28] Li R., Xin T., Li D., Wang C., Zhu H., Zhou H. (2018). Therapeutic effect of Sirtuin 3 on ameliorating nonalcoholic fatty liver disease: The role of the ERK-CREB pathway and Bnip3-mediated mitophagy. Redox Biol..

[29] Li S., Dou X., Ning H., Song Q., Wei W., Zhang X., Shen C., Li J., Sun C., Song Z. (2017). Sirtuin 3 acts as a negative regulator of autophagy dictating hepatocyte susceptibility to lipotoxicity. Hepatology.

[30] Pizzinga M., Harvey R.F., Garland G.D., Mordue R., Dezi V., Ramakrishna M., Sfakianos A., Monti M., Mulroney T.E., Poyry T. (2020). The cell stress response: Extreme times call for post-transcriptional measures. Wiley Interdiscip. Rev. RNA.

[31] Xing Y.-H., Yao R.-W., Zhang Y., Guo C.-J., Jiang S., Xu G., Dong R., Yang L., Chen L.-L. (2017). SLERT Regulates DDX21 Rings Associated with Pol I Transcription. Cell.

[32] Yuan F., Zhang Y., Ma L., Cheng Q., Li G., Tong T. (2017). Enhanced NOLC1 promotes cell senescence and represses hepatocellular carcinoma cell proliferation by disturbing the organization of nucleolus. Aging Cell..

[33] Parker M.D., Collins J.C., Korona B., Ghalei H., Karbstein K. (2019). A kinase-dependent checkpoint prevents escape of immature ribosomes into the translating pool. PLoS Biol..

[34] Miao B., Wei C., Qiao Z., Han W., Chai X., Lu J., Gao C., Dong R., Gao D., Huang C. (2019). eIF3a mediates HIF1α-dependent glycolytic metabolism in hepatocellular carcinoma cells through translational regulation. Am. J. Cancer Res..

[35] Cao S.S., Luo K.L., Shi L. (2016). Endoplasmic Reticulum Stress Interacts With Inflammation in Human Diseases. J. Cell Physiol..

[36] Allen K., Jaeschke H., Copple B.L. (2011). Bile acids induce inflammatory genes in hepatocytes: A novel mechanism of inflammation during obstructive cholestasis. Am. J. Pathol..

[37] Libert C., Brouckaert P., Fiers W. (1994). Protection by α 1-acid glycoprotein against tumor necrosis factor-induced lethality. J. Exp. Med..

[38] Cai L., Oyeniran C., Biswas D.D., Allegood J., Milstien S., Kordula T., Maceyka M., Spiegel S. (2016). ORMDL proteins regulate ceramide levels during sterile inflammation. J. Lipid Res..

[39] Porez G., Gross B., Prawitt J., Gheeraert C., Berrabah W., Alexandre J., Staels B., Lefebvre P. (2013). The hepatic orosomucoid/α1-acid glycoprotein gene cluster is regulated by the nuclear bile acid receptor FXR. Endocrinology.

[40] Khovidhunkit W., Kim M.-S., Memon R.A., Shigenaga J.K., Moser A.H., Feingold K.R., Grunfeld C. (2004). Effects of infection and inflammation on lipid and lipoprotein metabolism: Mechanisms and consequences to the host. J. Lipid Res..

[41] Feingold K.R., Spady D.K., Pollock A.S., Moser A.H., Grunfeld C. (1996). Endotoxin, TNF, and IL-1 decrease cholesterol 7 α-hydroxylase mRNA levels and activity. J. Lipid Res..

[42] Han S., Lone M.A., Schneiter R., Chang A. (2010). Orm1 and Orm2 are conserved endoplasmic reticulum membrane proteins regulating lipid homeostasis and protein quality control. Proc. Natl. Acad. Sci. USA.

[43] Bennett M.K., Wallington-Beddoe C.T., Pitson S.M. (2019). Sphingolipids and the unfolded protein response. Biochim. Biophys. Acta Mol. Cell Biol. Lipids.

[44] Reverendo M., Mendes A., Argüello R.J., Gatti E., Pierre P. (2019). At the crossway of ER-stress and proinflammatory responses. FEBS J..

[45] Bashiri A., Nesan D., Tavallaee G., Sue-Chue-Lam I., Chien K., Maguire G.F., Naples M., Zhang J., Magomedova L., Adeli K. (2016). Cellular cholesterol accumulation modulates high fat high sucrose (HFHS) diet-induced ER stress and hepatic inflammasome activation in the development of non-alcoholic steatohepatitis. Biochim. Biophys. Acta.

[46] Widenmaier S.B., Snyder N.A., Nguyen T.B., Arduini A., Lee G.Y., Arruda A.P., Saksi J., Bartelt A., Hotamisligil G.S. (2017). NRF1 Is an ER Membrane Sensor that Is Central to Cholesterol Homeostasis. Cell.

[47] Silva-Islas C.A., Maldonado P.D. (2018). Canonical and non-canonical mechanisms of Nrf2 activation. Pharmacol. Res..

[48] Lee M.-H., Appleton K.M., El-Shewy H.M., Sorci-Thomas M.G., Thomas M.J., Lopes-Virella M.F., Luttrell L.M., Hammad S.M., Klein R.L. (2017). S1P in HDL promotes interaction between SR-BI and S1PR1 and activates S1PR1-mediated biological functions: Calcium flux and S1PR1 internalization. J. Lipid Res..

[49] Motiani R.K., Abdullaev I.F., Trebak M. (2010). A novel native store-operated calcium channel encoded by Orai3: Selective requirement of Orai3 versus Orai1 in estrogen receptor-positive versus estrogen receptor-negative breast cancer cells. J. Biol. Chem..

How the deposited data were processed for this re-analysis (not part of the article)

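Liver RNA of 16 crossbred pigs on 3 diets was analysed, with 5 pigs on rapeseed oil (group R), 5 on beef tallow (group B) and 6 on coconut oil (group C). Libraries were made from the 3′ ends of mRNA, 1 per pig, and 8 of the pigs were gilts. The authors checked the reads with FastQC 11.8, trimmed them with FLEXBAR 3.5.0, mapped them with TopHat 2.1.1 to Sus scrofa 11.1 and counted them per gene with HTSeq-count 0.11.1 on Ensembl 96, and the deposited counts are whole numbers without normalization. Each library lists 25880 genes and 5 tallies of reads assigned to no gene, and the tallies were used only for the shares of reads. Of the gene identifiers, 14857 have a symbol in the annotation. No 2 libraries were identical among the 120 pairs of pigs.

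The pigs of each pair of diets were fitted on their own, without covariates, with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Counts were normalized by TMM, and genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05 and no threshold on the fold change. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F. The sexes were compared over all 16 pigs, and the interaction of diet and sex was tested in each pair of diets. Sets of genes were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with adjustment over 15 tests (5 sets in 3 pairs of diets), and the score of each set, its mean log2 count per pig, was tested by a two-sided exact permutation of the diets. A further 3 sets, for interferon response, macrophages and B cells, were used only at the end, with adjustment over their 9 tests. Distances between diets were tested by an exact permutation of the PERMANOVA pseudo-F on Euclidean distances of log2 counts, which is one-sided. Correlations across pigs were tested by permutation.

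The genes named are every gene that the Results, Discussion, Table 2 or Figure 7 of the paper names in a statement about expression and whose identifier is known, the 5 genes with the smallest adjusted p in each comparison, and members of the gene sets past the threshold. A gene among them is not reported here on its own, but stayed in the fits and sets. Other genes named were chosen after their values were seen, namely the 4 genes without a symbol that differ between the sexes, and IFI6 and ISG12(A).

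Between 705669 and 1767671 reads per pig were counted on genes, with a median of 1018321.5. At this depth, the methods were tested on simulated data with the library sizes of these pigs, in which 200 genes were changed. Of the genes changed 4-fold, edgeR recovered 91% for group R against B, 91% for group R against C and 89% for group B against C, and of those changed 2-fold 45%, 60% and 55%. Of its calls, 4.9%, 3.21% and 8.86% were false, and without any change it made 0 calls. DESeq2 recovered 99%, 98% and 98% of 4-fold and 54%, 67% and 61% of 2-fold changes, 6.71%, 6.25% and 12.2% of its calls were false, and without any change it made 0, 1 and 0 calls. A set shifted by 0.5 on the log2 scale was found by camera in all 3 pairs. Each gene was drawn independently, so variation shared between genes, or a pig that stands apart, was not simulated. Other splits of the real pigs gave up to 13 calls with edgeR for group R against B and 65 with DESeq2 for group B against C. The simulated error rates therefore need not hold for these data. Intervals for counting error were not computed, since the spread between pigs covers it.

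Alternatives set before the data were examined were DESeq2 1.42.0, the paper's tool, in place of edgeR, RLE in place of TMM normalization, no filter on low counts, at least 10 reads in every pig, all 16 pigs in 1 fit, sex or diet as a covariate, the replicate number as a block, each pig left out in turn, and counts thinned to the smallest library. For sets of genes, fry and the exact permutation test of set scores were tried, and sets without the genes the paper lists as DEGs. For distances, the 500 most variable genes and RLE were tried, and for detected genes, at least 1 and at least 10 reads. The tests, the named genes and the sets were also fixed at that point. DESeq2 with a target of 0.05, and without its independent filtering, were chosen after the data were seen.

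The qPCR measurements, the fatty acid composition of the diets, and the pathway scores of STRING and IPA were not analysed here. Reads that aligned to several places were counted on no gene, so genes with near-identical copies are uncertain. Counts were not adjusted for GC content.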

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

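For beef tallow pig 3, the tests on its most counted genes, on reads with several alignments and on a swap with coconut oil were chosen only after the result was seen, and so were all tests of the macrophage and plasma cell sets.

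In 11 of 108 groups of 5 or 6 pigs, the highest or lowest pig stood further from the others than Dixon's 95% critical value allows, and chance gives about 1 in 20, or 5.4 groups. Beef tallow pig 3 had a mean correlation of 0.869 with the other 15 pigs, against 0.917 to 0.934 for the other pigs of group B. Thinned to the smallest library, it was 0.857, against 0.911 for the next lowest pig, so depth does not account for it. Its 10 most counted genes took 22.4% of its reads, within the 21.2% to 28.0% of the others. On 148 of the 149 genes called between group R and group B without this pig, it lay at 0.681 of the way from the mean of group R to the mean of the other beef tallow pigs, so a swap with rapeseed oil is not what these genes show. On the 6 genes called between group B and group C without this pig, it lay at 0.559 of the way from the mean of group C to the mean of the other beef tallow pigs, little past the middle, though in LITAF, ITIH4, PID1 and LBP it lay above every pig of group C. A swap with coconut oil is thus not shown, on few genes. Its share of reads with several alignments was 33.2%, against 19.3% to 22.9% in the rest of group B, but other diets reached 38.1%. Its macrophage score was 6.74, above the 6.64 of the next pig but not past the critical value (ratio 0.182), and its plasma cell score of 6.78 lay within the 5.40 to 7.20 of the others. Its deviation had a Spearman correlation of -0.108 with the span of the genes, across the 83.5% of genes with a known span, against at most 0.0947 in size for the other pigs. Genes are not independent replicates in that correlation. A bias by gene length and, on the macrophage score alone, a different mix of cells therefore remain as possible explanations, GC content was not tested, and no biological explanation was tested.

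Coconut oil pig 3 had 28.0% of its reads on its 10 most counted genes, against 21.2% to 23.3% in the rest of group C. Over all 16 pigs this share had a Spearman's rho of -0.432 with the library total (permutation p = 0.0955, adjusted 0.191 over 4 relations) and a Pearson's r of -0.291 (permutation p = 0.275, adjusted 0.55), and r was -0.204 without the 2 pigs farthest from the median. A relation with depth was not shown, and no biological explanation was tested.

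Coconut oil pig 5 had a cholesterol biosynthesis score of 7.51, against 6.66 to 6.93 in the rest of group C. After thinning, the ratio of its gap to the range was 0.616, under the critical value, and with RLE normalization 0.675, past it, so depth is not excluded, although coconut oil pig 6, with more reads, scored 6.86. The same pig had 539.4 normalized counts of FDFT1, against 208.5 to 242.1 (ratio 0.818 after thinning and 0.895 with RLE), past the critical value in both tests.

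Coconut oil pig 4 had a cytosolic heat shock score of 7.19, against 6.82 to 6.95 in the rest of group C, with a ratio of 0.442 after thinning and 0.633 with RLE, so depth is not excluded, although coconut oil pig 3, with fewer reads, scored 6.82. Its 481.4 normalized counts of ABCB11, against 385.5 to 419.2, fell under the critical value after thinning (0.371) and with RLE (0.605), and cannot be told apart from depth or normalization.

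Past the critical value in both tests were ITIH4 in beef tallow pig 4, with 3526 normalized counts against 2006 to 2255 (0.824 after thinning and 0.843 with RLE), CD14 in rapeseed oil pig 3, with 157.8 against 207.8 to 223.1 (0.868 and 0.741), and ORAI3 in rapeseed oil pig 1, with 81.1 against 30.5 to 41.4 (0.718 and 0.781). No biological explanation was tested for these single pigs.

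A set of interferon response genes, which the paper does not discuss as a process, had a mean log2 fold change of 0.72 in group C against group R (camera adjusted p = 0.0052, 13 of 14 genes higher) and 0.53 in group C against group B (camera adjusted p = 0.0479, 13 of 15 genes higher). Its score did not part the diets, with 1 of 6 pigs of group C above all pigs of the other group in each comparison, and the larger of the exact permutation p-values of group C against each other diet was 0.916. The score was 6.70 in coconut oil pig 1, against 4.67 to 4.94 in the rest of group C and 4.32 to 5.14 over all other pigs, with a ratio of 0.914 after thinning and 0.871 with RLE. Gilts and barrows did not differ in it (exact permutation p = 0.773). Over the 16 pigs it had a Spearman's rho of 0.00588 with the library total (permutation p = 0.987, adjusted 0.987) and a Pearson's r of 0.0991 (permutation p = 0.742, adjusted 0.926; 0.258 without the 2 farthest pigs), and a rho of 0.318 with the macrophage score (permutation p = 0.23, adjusted 0.306) and an r of -0.0268 (permutation p = 0.926, adjusted 0.926; -0.0839 without 2). This pig thus stands apart in the set. With each pig left out, the mean log2 fold change of the set in group C against R stayed between 0.22 and 0.82. It passed camera in 9 of those 11 fits (camera adjusted p up to 0.443). In group C against group B the mean ranged from 0.0097 to 0.60 and passed camera in 5 of 11 fits, so that shift can vanish with the loss of 1 pig.

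A set of 3 tested B cell and plasma cell genes had a mean log2 fold change of -0.86 in group C against group R (camera adjusted p = 0.0209, 2 of 3 genes lower). For scores normalized over all 16 pigs, the exact permutation p was 0.0216, and 0.0238 after thinning. For scores normalized within these 2 diets, 4 of 6 pigs of group C lay below all pigs of group R, and the exact permutation p was 0.0195, or 0.175 when adjusted over the 9 tests of these sets. With so few genes, a difference in cell content may be present but is not shown.

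A set of macrophage genes had a mean log2 fold change of -0.27 in group C against group B (camera adjusted p = 0.0129, 12 of 16 genes lower). The exact permutation p of its score was 0.121, and 0.0887 after thinning, so no difference between the pigs was shown, and with none to lose, thinning cannot test for an effect of depth.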

How the results depend on the processing

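The tests on other splits of the pigs were chosen before their results were seen, and DESeq2 with a target of 0.05 and DESeq2 without independent filtering were chosen after the data were seen. Except where stated, the cause of each change below was not tested.

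With DESeq2, the number of genes past the threshold was 188 for group R against B, 93 for group R against C, 53 for group B against C and 11 between the sexes, against 70, 9, 4 and 5 with edgeR. With no filter on low counts the numbers were 190, 82, 22 and 10. With at least 10 reads in every pig, 14 genes passed for group R against C and 0 between the sexes, where 171 had an unadjusted p below 0.05. This filter had to remove the 5 genes called between the sexes, since none has more than 5 reads in any gilt. With a target of 0.05, DESeq2 called 200, 92 and 58 genes in the 3 pairs of diets, and without independent filtering 125, 40 and 18. With all 16 pigs in 1 fit, 8 genes passed for group B against C. Shared genes numbered 30 for the comparisons R against B and R against C with DESeq2 and 28 with no filter, 25 and 10 for R against B and B against C, and 8 and 6 for R against C and B against C. With RLE normalization and with thinned counts, the 3 counts between diets stayed within 1.5 times their values, and so did those with sex as a covariate.

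Leaving out each pig in turn gave 9 (without rapeseed oil pig 5) to 149 genes (without beef tallow pig 3) for group R against B, 3 to 27 for group R against C and 4 to 9 for group B against C. For DESeq2 these ranges were 106 to 233, 31 to 133 and 19 to 70 genes, of which 103 to 154, 30 to 79 and 19 to 39 were among the genes the paper lists.

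The mean log2 fold change of the cholesterol set in group C against R passed the camera threshold with no filter (-0.17) and with at least 10 reads in every pig (-0.21), and ranged from -0.33 to -0.052 with each pig left out. The heat shock set in group C against B changed sign with no filter, to 0.0045, though it passed in neither setting. The bile acid set in group C against R no longer passed with thinned counts (-0.18), fry (-0.22), the exact permutation test of scores (-0.22) or without the genes of the paper's lists (-0.19), and ranged from -0.28 to -0.17 with each pig left out. The acute phase set in group C against R no longer passed with fry (-0.14), the exact permutation test (-0.15) or without those genes (-0.16), and ranged from -0.17 to -0.079. Without the genes of the paper's lists, the acute phase set (0.10) and the bile acid set (-0.068) in group B against R no longer passed, and the bile acid set in group C against B changed sign, to -0.11. Of the 150 values of sets under settings that kept all pigs, 135 kept their direction and side of the threshold. The distance between group B and group C had an exact permutation p of 0.141 with the 500 most variable genes, and of 0.00794 to 0.111 with each pig left out. Detected genes averaged 11569.4 with at least 1 read and 6539.9 with at least 10.

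With the replicate number as a block, 35 genes passed for group R against B, the unfolded protein response set in group C against R passed (0.14), and the bile acid set in that comparison did not (-0.17). The pigs with the same number are different animals, and as paired their mean correlation was 0.00771, 0.0495 and -0.0269 in the 3 pairs of diets, so the block carries no pairing.

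Named genes gave 136 log2 fold changes, 44 past the threshold. Under settings that kept all pigs they took 1078 values, of which 916 stayed on their side, 32 fell short of the threshold, 130 newly passed and 0 changed sign. DESeq2 accounted for 70 of the 130 and no filter for 37. With each pig left out, 1232 of 1435 values stayed on their side, 165 fell short, 36 newly passed and 2 changed sign. NFKBIB in group B against R ranged from -0.064 to 0.56, and ORAI3 in group C against R from -0.32 to 0.14.

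Other splits of the same pigs were fitted in the same way. Splits that part every pair of pigs with the same number, as the real one does, numbered 16 for group R against B and 32 for the other pairs. For group R against B, 1 of 16, the real one, gave as many genes, with edgeR, with no filter and with DESeq2, and 16 splits are too few to give a share under 0.05, while among 100 drawn splits 1 did, the others reaching at most 13 genes. For group R against C it was 1 of 32 in each of the 3 settings and 1 of 100 drawn splits. For group B against C it was 1 of 32 and 2 of 100 with edgeR, but 2 of 32 with no filter (another split gave 58 genes) and 2 of 32 with DESeq2 (another gave 65), so the larger counts for group B against C cannot be told apart from those of arbitrary splits. Between the sexes, 2 of 100 drawn splits gave as many. As many sets passed camera in 2 of 16 splits for group R against B, 11 of 32 for group R against C and 7 of 32 for group B against C. For group R against C and group B against C, the number of sets past the camera threshold thus does not set the diets apart from arbitrary splits. For group R against B it cannot tell, since 16 splits are too few. The exact permutation tests of set scores rest on the pigs instead.

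Of 2-fold changes in counts simulated at the depth of these libraries, edgeR recovered 45% to 60%.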

Differences from the paper's values

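Between group R and group B, 70 genes passed against the paper's 188, with 41 higher in group B against the paper's 111 and 29 lower against the paper's 77. Of the alternatives set before the data were examined, DESeq2 (188, with 111 higher and 77 lower), no filter on low counts (190, with 110 and 80) and leaving out beef tallow pig 3 (149, with 93 and 56) came within 1.5 times the paper's values, and the others did not. Between group R and group C, 9 genes passed against the paper's 93, 4 higher against the paper's 48 and 5 lower against the paper's 45. DESeq2 (93, with 48 and 45) and no filter (82, with 39 and 43) closed the gap, and the others did not. Between group B and group C, 4 genes passed against the paper's 53, 0 higher against the paper's 21 and 4 lower against the paper's 32, while 780 genes had an unadjusted p below 0.05. DESeq2 alone closed this gap, with 53, 21 and 32. Between the sexes, 5 genes passed against the paper's 11, and DESeq2 (11) and no filter (10) closed the gap. Closing a gap refers here to the number of genes alone. DESeq2 is the tool the paper's methods name, and at its defaults all 188, 93 and 53 of its calls are the genes the paper lists. With no filter, 128 of the 190 calls for group R against B and 53 of the 82 for group R against C are among them. DESeq2 with a target of 0.05, chosen after seeing the values, gave 200, 92 and 58 genes.

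The comparisons R against B and R against C shared 3 genes against the paper's 30, and DESeq2 (30) and no filter (28) closed the gap. The comparisons R against B and B against C shared 2 against the paper's 25, and DESeq2 (25) closed it. The comparisons R against C and B against C shared 0 against the paper's 8, with 173 shared at an unadjusted p below 0.05, and DESeq2 (8) and no filter (6) closed it. The 6 genes shared with no filter did not include EGFR or HSPA5, which were among the 8 of DESeq2. In all 3 comparisons 0 genes passed against the paper's 2, with 26 at an unadjusted p below 0.05, and DESeq2 (2) closed it. Over the 3 comparisons 78 different genes passed against the paper's 308, and DESeq2 (273) and no filter (250) came within 1.5 times. None of the settings in which it was counted, also the sex covariate (66) and all 16 pigs in 1 fit (101), gave 308. DESeq2 called exactly the genes of the paper's 3 lists, so those lists together hold 273 different genes. The 308 is thus not the number of different genes in the paper's own lists.

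The paper gives CD14 as higher in group B, and its log2 fold change against group R was 0.14 (edgeR adjusted p = 0.765). FDFT1 is given as lower in group C than in group R, and it was at -0.46 (edgeR adjusted p = 0.577). LBP and ITIH4 are given as higher in group R than in group C, and group C against R gave -0.45 (edgeR adjusted p = 0.433) and -0.59 (edgeR adjusted p = 0.229). None of these 4 genes passed in these comparisons with DESeq2 or with no filter. ORM1 is given as lower in group B, and it was at -0.74 against group R (edgeR adjusted p = 0.295). In group C, where it is given as higher, it was at 0.25 against group R (edgeR adjusted p = 0.786) and 0.99 against group B (edgeR adjusted p = 0.228), the last of which DESeq2 called. The paper gives the unfolded protein response as activated in both groups B and C, and the mean log2 fold change of the set was 0.58 in group B and 0.12 in group C (camera adjusted p = 0.237), passing in group C only with the replicate block.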

Other observations

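The tests of the difference between the chaperone sets by diet, by depth, without beef tallow pig 3 and without the paper's DEGs, and the test on coconut oil pig 1, were chosen only after the result was seen.

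The unfolded protein response set of the endoplasmic reticulum and the cytosolic heat shock set parted by diet. Their difference per pig, the score of the former minus that of the latter, was 0.14 ± 0.095 in group R (SD, n = 5), 0.20 ± 0.25 in group B (n = 5) and -0.20 ± 0.10 in group C (n = 6). It differed by -0.40 in group C against group B (exact permutation p = 0.00433 over 462 labellings) and by -0.34 in group C against group R (exact permutation p = 0.00433), while group B and group R differed by 0.059 (exact permutation p = 0.627). For group C against group B, the exact permutation p was 0.00433 after thinning (difference -0.40), 0.00952 without beef tallow pig 3, 0.013 without the genes the paper lists as DEGs, and 0.00433 after subtracting from each gene the mean of the 50 genes nearest in span (difference -0.40). Over all 16 pigs the difference had a Spearman's rho of 0.432 with the macrophage score (permutation p = 0.0957, adjusted 0.191) and a Pearson's r of 0.411 (permutation p = 0.114, adjusted 0.456; 0.477 without the 2 farthest pigs). Against group B, the unfolded protein response set was lower in group C (-0.46), while the heat shock set did not pass (-0.080, camera adjusted p = 0.379). Coconut oil may raise cytosolic chaperones without those of the endoplasmic reticulum to the same extent, as a hypothesis found and tested on the same pigs. It rests on group C against group R, where thinning, gene span and the paper's DEGs were not checked. Reads shared between copies of chaperone genes, and GC content, were not tested, so the pattern cannot be called biological.

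Without beef tallow pig 3, DESeq2 called 38 of the 53 genes the paper lists between group B and group C, so this pig alone does not make that list.

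The paper's genes between group B and group C include IFI6 and ISG12(A), both chosen here after their values were seen. Without coconut oil pig 1, DESeq2 called 0 of the 2, with unadjusted p-values of 0.00389 and 0.008 by DESeq2. The log2 fold change of IFI6 went from 1.58 to 1.51, and that of ISG12(A) from 1.33 to 0.96. ISG12(A) had 258.9 normalized counts in this pig, against at most 161.8 in the others. Of the 10 fits that each left out another pig, 4 called at least 1 of the 2 genes. For the calls, a dependence on coconut oil pig 1 thus cannot be told apart from the loss of any pig.

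The genes the paper lists between group R and group B that edgeR did not call had a median of 132.85 reads per pig, against 92.8 for those it called, so low counts are not what sets them apart.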
